# Stretching muscle cells induces transcriptional and splicing transitions and changes in SR proteins

**DOI:** 10.1038/s42003-022-03915-7

**Published:** 2022-09-19

**Authors:** Emma R. Hinkle, R. Eric Blue, Yi-Hsuan Tsai, Matthew Combs, Jacquelyn Davi, Alisha R. Coffey, Aladin M. Boriek, Joan M. Taylor, Joel S. Parker, Jimena Giudice

**Keywords:** Gene expression, Transcription

## Abstract

Alternative splicing is an RNA processing mechanism involved in skeletal muscle development and pathology. Muscular diseases exhibit splicing alterations and changes in mechanobiology leading us to investigate the interconnection between mechanical forces and RNA processing. We performed deep RNA-sequencing after stretching muscle cells. First, we uncovered transcriptional changes in genes encoding proteins involved in muscle function and transcription. Second, we observed that numerous mechanosensitive genes were part of the MAPK pathway which was activated in response to stretching. Third, we revealed that stretching skeletal muscle cells increased the proportion of alternatively spliced cassette exons and their inclusion. Fourth, we demonstrated that the serine and arginine-rich proteins exhibited stronger transcriptional changes than other RNA-binding proteins and that SRSF4 phosphorylation is mechanosensitive. Identifying SRSF4 as a mechanosensitive RNA-binding protein that might contribute to crosstalk between mechanotransduction, transcription, and splicing could potentially reveal novel insights into muscular diseases, particularly those with unknown etiologies.

## Abstract (web summary)

Mechanical stretching of skeletal muscle cells induces extensive transcriptional and posttranscriptional changes in genes encoding proteins involved in transcription and muscle cell differentiation. SR proteins also exhibit altered transcription and phosphorylation in response to stretch.

## Introduction

Alternative splicing is an RNA processing mechanism that expands protein diversity and is extremely prevalent in higher eukaryotes with over 95% of human genes undergoing alternative splicing^1^. In skeletal muscle, extensive alternative splicing transitions occur postnatally^2^ contributing to the maturation of the contractile apparatus^3–6^. Skeletal muscle is a complex tissue dependent on both molecular mechanisms and mechanical properties for its development. The muscle contractile apparatus consists of sarcomeres, transverse tubules, and costameres, which together transduce force both across muscle cells and from the nucleus to the plasma membrane in a process known as mechanotransduction^7^. Interestingly, in various muscular diseases, adult alternative splicing patterns revert to fetal stages contributing to muscle loss, atrophy, and functional failure of the muscle^3,4,8,9^. Thus, molecular transitions in skeletal muscle are important for proper development of the tissue.

Besides undergoing molecular transitions during development, skeletal muscle must respond to mechanical forces and generate coordinated bursts of force through contraction. Muscle cells are particularly sensitive to mechanotransduction^10^; the stiffness of their surroundings controls cell elongation and differentiation, which in turn are critical for efficient muscle contraction^11^. In comparison with healthy individuals, muscle cells from those suffering from muscular dystrophy are stiffer and this is thought to prevent proper contractility – ultimately leading to muscle wasting^11–13^.

It has been extensively demonstrated that global missplicing or misregulation of individual alternative splicing events results in the loss of proper muscle function^2–4,6,14,15^. Mice with Duchenne muscular dystrophy (which dysregulates splicing) present alterations in mechanosensitive signaling pathways indicating that physical changes in muscle are linked to molecular responses^16^. Expanding upon this idea, aging mice with muscular dystrophy exhibit reduced fatigue in response to an intervention that includes both splice-switching therapy and exercise^17^. These studies establish a link between muscular diseases, splicing misregulation, and mechanical alterations of the muscle. However, it is unknown how mechanical forces and alternative splicing cooperate to maintain muscle homeostasis and to what extent they contribute to the onset of muscular diseases.

In this study, we investigate how stretching skeletal muscle cells impacts global alternative splicing and gene expression programs using deep RNA-sequencing (RNA-seq). We discovered that mechanical stretching induces extensive transcriptional changes in genes encoding proteins involved in transcription, muscle cell differentiation, and the mitogen-activated protein kinase (MAPK) pathway. Further, stretching promotes alterations in the splicing of cassette exons and favors exon inclusion over skipping. This evidence suggests that RNA-binding proteins (RBPs) might play a role in inducing those splicing changes in response to cellular stretching.

## Results

### Stretching induces gene expression changes in undifferentiated and differentiated muscle cells

Various studies have examined the effect of stretching on signaling pathways, but to our knowledge, no study has utilized an unbiased and global approach to define how stretching impacts gene expression and alternative splicing programs in skeletal muscle cells. To address this gap of knowledge, we utilized the Flexcell system to apply mechanical forces to muscle cells for different periods of time (1 h, 3 h, and 6 h) and then performed deep RNA-seq studies.

We opted to perform our study in two different stages of muscle cell differentiation (myogenesis) to determine how stretching impacted the transcriptional and posttranscriptional programs that were unique to these stages. During development, muscle matures the intracellular architecture required for proper adult contraction. Myoblasts are undifferentiated muscle cells that mimic early muscle development or muscle that has atrophied due to disease; while differentiated muscle cells more closely mimic normal, and more adult muscle. Notably, differentiation of C2C12 myoblasts into multinucleated myotubes in culture reproduces the transcriptional and posttranscriptional transitions observed during skeletal muscle development in vivo^2,18,19^ which establishes these cells as a good cell culture model for understanding mechanotransduction^18–20^. We stretched undifferentiated cells (myoblasts) and cells after four days of differentiation (differentiated cells).

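C2C12 is an established line of mouse myoblasts that fuses into multinucleated muscle cells when it differentiates. The Flexcell system deforms the flexible, collagen-coated bottom of a culture plate in repeated cycles, and the non-stretched cells were grown on the same kind of plate. Libraries were made from mRNA with a stranded method from 12 groups of 4, a stretched and a non-stretched group at each of 3 times (1 h, 3 h and 6 h) in each of 2 stages, 48 libraries in all. Each time point therefore has non-stretched cells of its own. Myoblasts came from an experiment that gave replicates 7 and 8 and another that gave replicates 9 and 10. The differentiated cells were split the same way, except that their stretched group at 1 h holds replicates 4, 7, 8 and 9. Replicate 4 is the only library of its experiment and the only one with its number. A fit with the experiment as a covariate, or the replicate number as a block, therefore takes no stretch effect from replicate 4. The authors aligned the read pairs to the mouse genome (mm10) with STAR, quantified transcripts with Salmon and deposited a whole-number count for each of 47480 gene symbols, without normalization, in a separate table for each stage. From these counts, genes with low counts were removed with filterByExpr, libraries were scaled with edgeR's TMM factors, and the 8 libraries of each time point were compared with edgeR's quasi-likelihood test. The paper used DESeq2, which was run here as an alternative. A gene was taken as upregulated or downregulated at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change of at least 0.58 in either direction. Expression is given as CPM, the counts scaled to the size of the library, as mean ± SD of the 4 libraries of a group. Because Salmon divides reads among transcripts that share sequence, the share of a gene's 31-base stretches that other genes also hold is stated where it is large. Myoblasts and differentiated cells were not tested against each other.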

Most cell stretching systems can only apply mechanical tension in one direction which is not an accurate model for skeletal muscle contraction. During contraction, skeletal muscle generates force across myofibers by transferring force both laterally and longitudinally^21^. The Flexcell system that we have utilized here was unique because it stretched cells in a cyclic, equibiaxial manner which is a widely accepted model of in vivo skeletal muscle force transmission^22–24^. The amount of time the cells were stretched was chosen based on previous studies^25^ and to investigate an acute response (1 h), an intermediate response (3 h), and a sustained response (6 h) to stretch. We stretched cells with the maximum amount possible with our system (16%) which corresponds to a pressure of −69.5 (kPa) and a strain of 0.16 exerted on the flexible membrane that the cells were plated on.

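The deposited counts, on which all values here rest, give each library a total that depends on sequencing depth. In myoblasts at 1 h, the totals had a median of 63824346 counts (58751301 to 68856205, n = 4) without stretching and of 59312742 (50998523 to 66016083, n = 4) with stretching. At 3 h, they had a median of 50878002 (48447318 to 59115866) in the non-stretched and 64365216 (53159562 to 68967899) in the stretched myoblasts. The corresponding medians at 6 h were 59923516 (54065776 to 64699502) and 59892160 (57523220 to 62133864). Differentiated cells at 1 h had 62651874 counts (55589577 to 65981268) when not stretched and 57807966 (55358603 to 69053808) when stretched. For 3 h, the medians were 61383616 (56920953 to 70139730) and 63295988 (53916927 to 77080730), and for 6 h 61428355 (57705804 to 63386650) and 59947724 (58227373 to 62039745). The paper's own table lists 63.2 to 103.5 M read pairs for the 48 libraries, with mapping rates from 89.4% to 92.7%.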

After sequencing, we obtained a range of 63–103 million read pairs per sample with >90% of them mapping to the mm10 mouse genome (Supplementary Data 1). The high mapping rate indicates appropriate quality of our sequencing data. We first confirmed that several myogenesis markers were not expressed in the myoblast samples and were highly induced in the differentiated cells (Supplementary Fig. 1). 

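Myogenin (Myog), a transcription factor of muscle differentiation on chromosome 1 of mm10 from 134289989 to 134292548, was at 1.23 ± 0.780 CPM (SD, n = 24) over the stretched and non-stretched myoblast libraries and at 847 ± 69.1 CPM (SD, n = 24) over the differentiated ones. In single myoblast libraries it had between 19 and 178 counts, so it was detected in all of them at a low level. Myh1 (chromosome 11, 67200052 to 67224575) reached 1.72 ± 0.446 CPM in myoblasts and 1802 ± 192 CPM in differentiated cells, although 37.9% of its 31-base stretches occur in other genes, so that its level is uncertain. The means of Mef2c (chromosome 13, 83504034 to 83667080) were 2.41 ± 0.377 and 267 ± 20.4 CPM. Those of Tnnt1 (chromosome 7, 4504570 to 4516382) were 0.496 ± 0.182 and 371 ± 27.4 CPM. The lowest count of Tnnt1 was 9 in a myoblast library and 19057 in a differentiated library. For each of these 4 genes, the lowest differentiated library lay above the highest myoblast library by counts. No test was made across the stages, since their tables were scaled separately.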

We next performed principal component analysis (PCA) to cluster samples based on gene expression for both myoblasts (Fig. 1a) and differentiated cells (Fig. 1b). 

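Principal components were computed for each stage from the log2 CPM of its 500 most variable genes. In myoblasts, the first component held 9.5% and the second 8.5% of the variance. Non-stretched myoblasts had mean positions on the first component of 2.85 ± 10.57 at 1 h, -4.82 ± 9.54 at 3 h and -3.61 ± 4.68 at 6 h (SD, n = 4 each), so the non-stretched groups overlapped within their spread. The 1 h stretched myoblasts lay at 8.71 ± 6.09 on the first and -5.65 ± 6.55 on the second component, and the 6 h stretched myoblasts at -5.24 ± 5.97 and 6.41 ± 8.67. Over both components, libraries of one group were on average 12.5 apart and libraries of different groups 14.7, a ratio of 0.850. With all 15684 genes in place of the 500 most variable, this ratio was 0.385, which was the setting that moved it most.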

The non-stretched myoblasts segregated together with two distinct subclusters for the 1 h stretched samples and the 6 h stretched samples (Fig. 1a, *dark green* and *dark blue* respectively). The 3 h stretched myoblasts segregated closer to the non-stretched samples (Fig. 1a*, dark purple*). 

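The 3 h stretched myoblasts had a mean of 2.10 ± 4.15 on the first and -6.72 ± 4.47 on the second principal component (SD, n = 4). On the second component, the non-stretched myoblasts were at 3.08 ± 4.52 at 1 h, -0.24 ± 10.09 at 3 h and 3.11 ± 4.17 at 6 h.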

In the differentiated cells, all the non-stretched samples segregated together and we observed three distinct groups for the different stretching time points demonstrating that varying times of stretching resulted in distinct gene expression changes (Fig. 1b, *dark green, dark purple*, and *dark blue*). 

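The first 2 principal components of the differentiated cells held 8.6% and 7.3% of the variance. Their stretched groups lay at 12.70 ± 5.65 (1 h), 0.75 ± 3.78 (3 h) and -11.18 ± 2.50 (6 h) on the first component (SD, n = 4 each), and at -2.98 ± 8.03, -7.08 ± 2.73 and -6.23 ± 2.24 on the second. By contrast, the non-stretched groups were between -2.80 ± 1.56 (3 h) and 0.69 ± 4.37 (6 h) on the first and between 3.86 ± 2.86 (1 h) and 6.84 ± 4.88 (3 h) on the second component. Libraries within a group were on average 7.01 apart and libraries of different groups 14.02, so that the ratio was 0.500. It was 0.373 with all 16266 genes and 0.602 after the difference between experiments was removed with limma's removeBatchEffect. From the separate positions of the stretched groups, the paper concludes that different times of stretching led to distinct gene expression changes.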

One of the 1 h stretched samples did not segregate closely with the other replicates but remained more similar to them than to samples at other time points. This sample passed other quality controls and was therefore included with all samples in the analysis described in the results. 

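This sample is replicate 4, at 21.07 on the first and -14.15 on the second principal component of the differentiated cells. Replicates 7, 8 and 9 of the same group were at 9.56, 11.09 and 9.07 on the first and at 1.43, 4.04 and -3.23 on the second component. Its total of 55358603 counts was the lowest of the 4, against 56225745 in replicate 7, the next lowest.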

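When replicate 4 of the stretched differentiated cells at 1 h was left out and the remaining 7 libraries were fitted again with edgeR's quasi-likelihood test, 27 genes were upregulated and 29 downregulated at this time point. Of the 42 genes called with all 8 libraries, 35 were among these calls. The mean log2 CPM of 26 immediate early genes, which cells switch on within minutes of a stimulus, rose by 1.754 in replicate 4 over the mean of the non-stretched libraries, and by 0.668, 0.684 and 0.697 in replicates 7, 8 and 9. Over these genes, the median log2 fold change was 0.78 with replicate 4 and 0.52 without it.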

*Post hoc* tests excluding this sample were performed and did not change the conclusions of the study.

**Fig. 1:**
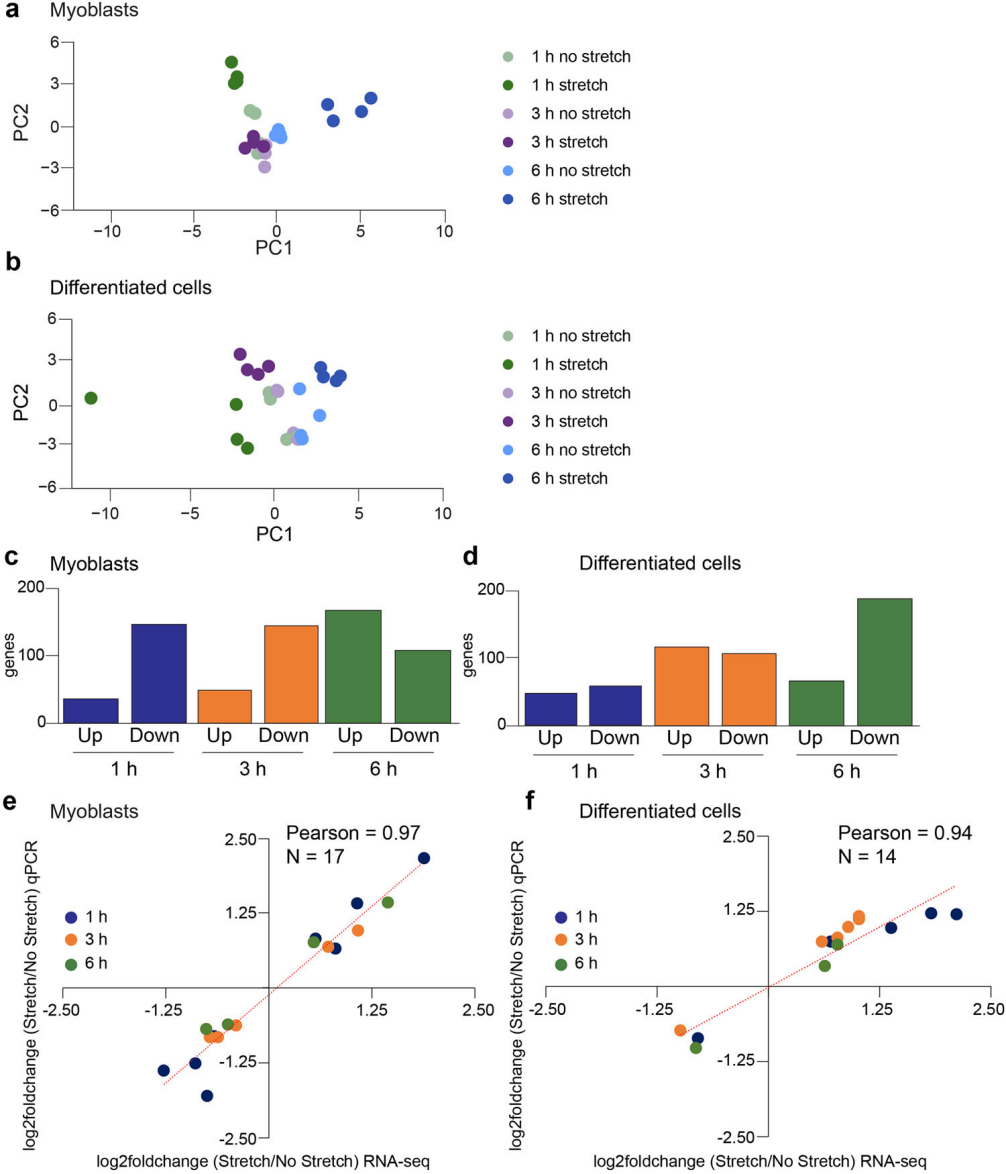
Extensive gene expression changes are induced upon stretching of muscle cells. **a**, **b** Principal component analysis (PCA) plots of myoblasts and differentiated cells. **c**, **d**. Global gene expression changes after 1 h, 3 h, or 6 h stretching of myoblasts and differentiated cells. Gene expression changes were calculated by comparing stretched and non-stretched samples. Genes were considered differentially expressed when the adjusted *p*-value<0.05 and the fold change >1.50 (upregulated, up) or fold change < −1.50 (downregulated, down). **e**, **f**. Correlation plot between the gene expression changes (expressed as log_2_foldchange) as measured by qPCR assays and those observed in the RNA-seq studies in myoblasts and differentiated cells. The qPCR graphs for the individual genes included in the correlation plots are shown in Supplementary Fig. 2 (myoblasts) and Supplementary Fig. 3 (differentiated cells).

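Of the 14938 genes tested in myoblasts at 1 h, 38 were upregulated and 149 downregulated against the non-stretched cells of that time point by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 3 h, 68 of 14813 genes were upregulated and 185 downregulated. The treatment of the fold-change cutoff moved these numbers most, in both directions. Whatever their change, 884 genes at 1 h and 4719 at 3 h had an adjusted p-value under 0.05. A test of whether the change itself exceeds the cutoff (edgeR's glmTreat) left 10 upregulated and 6 downregulated genes at 1 h and 3 and 0 at 3 h, where 35 and 61 had an unadjusted p-value under 0.05. With each library left out in turn, the number of upregulated genes was between 26 and 41 at 1 h and between 58 and 78 at 3 h. The number of downregulated genes ranged from 96 to 164 and from 137 to 189, and it fell most at 1 h, to 96 without non-stretched replicate 9 and to 97 without stretched replicate 9. After 1 h, the largest increase among genes with a mean of at least 100 counts and no overlap between the groups was that of Fos, followed by Fosb (chromosome 7 of mm10, 19302696 to 19310051), which went from 2.17 ± 0.305 to 9.21 ± 1.77 CPM (SD, n = 4), a log2 fold change of 2.09 (standard error 0.142, edgeR adjusted p = 1.47e-05). The long noncoding RNA Neat1 (chromosome 19, 5824708 to 5845478) fell from 140 ± 41.8 to 39.7 ± 10.9 CPM (log2 fold change -1.82, standard error 0.215, edgeR adjusted p = 5.54e-04). Zfp866 (chromosome 8, 69761326 to 69791178), of whose 31-base stretches 8.49% occur in other genes, fell from 18.4 ± 1.63 to 6.44 ± 0.703 CPM. After 3 h, the largest increase of this kind was that of Nfatc2 (log2 fold change 1.37, standard error 0.187), and the largest decreases were those of Ranbp3l (-1.39, standard error 0.190) and Kcnj2 (-1.12, standard error 0.129). The edgeR adjusted p-values of these 3 genes were between 4.08e-05 and 1.43e-04.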

In myoblasts, there were 151 and 134 genes downregulated after 1 h and 3 h of stretching, respectively, when compared to non-stretched cells while only a few genes (37 and 46, respectively) were upregulated at these time points (Fig. 1c, *left*). After 6 h of stretching, we found 158 upregulated genes compared to non-stretched samples, while 102 genes were downregulated (Fig. 1c, *right*). 

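In myoblasts at 6 h, 201 genes were upregulated and 123 downregulated among 14938 genes tested with edgeR's quasi-likelihood test. Upregulated genes thus made up 62.0% of the calls, compared with 20.3% at 1 h and 26.9% at 3 h. This contrast depends on the fold-change cutoff, since without it the shares were 52.0% at 6 h, 28.3% at 1 h and 50.3% at 3 h. Leaving out single libraries gave 130 to 244 upregulated and 81 to 141 downregulated genes, and both lowest values came from the fit without stretched replicate 9. Prr9 (chromosome 3 of mm10, 92122204 to 92123947) rose from 1.15 ± 0.132 to 4.89 ± 1.21 CPM (SD, n = 4), a log2 fold change of 2.09 (standard error 0.173, edgeR adjusted p = 3.37e-05). Plin4 (chromosome 17, 56100591 to 56109803), which encodes a protein of lipid droplets, rose from 7.35 ± 0.830 to 21.5 ± 2.34 CPM (log2 fold change 1.55, edgeR adjusted p = 6.92e-06). The largest decreases among genes with a mean of at least 100 counts were those of Fam167a (log2 fold change -0.97, standard error 0.0744) and Lrrc4c (-0.93, standard error 0.208).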

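Among 15538 genes tested in differentiated cells at 1 h, 28 were downregulated in the stretched cells by edgeR's quasi-likelihood test. Among 15513 genes tested at 3 h, 115 were downregulated. The count at 1 h depended on single libraries. It was 5 without non-stretched replicate 7 or 9, 6 without non-stretched replicate 8 and 11 without non-stretched replicate 10. It was also lower without stretched replicate 7 (12 genes) or 8 (7 genes), but 29 without replicate 4 and 59 without stretched replicate 9. With the experiment as a covariate it was 36. At 3 h, it stayed between 86 and 134. Zfp866 fell at 1 h from 20.3 ± 1.25 to 8.65 ± 1.25 CPM (SD, n = 4), a log2 fold change of -1.22 (standard error 0.0991, edgeR adjusted p = 0.00185). A second zinc finger gene, Zfp760 (chromosome 17 of mm10, 21707741 to 21725636), fell from 5.66 ± 0.648 to 2.59 ± 0.542 CPM (log2 fold change -1.12, edgeR adjusted p = 0.0135), and its adjusted p-value was between 0.0619 and 0.0717 in the fits without non-stretched replicate 7, 8 or 9 or stretched replicate 8. At 3 h, Pax5 (chromosome 4, 44524757 to 44710487) had a log2 fold change of -1.06 (edgeR adjusted p = 0.00185). Ahrr (chromosome 13, 74211118 to 74292331) had one of -1.05 (standard error 0.300, edgeR adjusted p = 0.0297), and the call was lost in the fits without replicate 7 or 8 of either group, where the adjusted p-value was between 0.0596 and 0.0864, and with the replicate number as a block (0.0769).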

In differentiated cells, there were 54 and 98 genes downregulated in response to 1 h and 3 h of stretching, respectively, when compared to non-stretched samples. 

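The same fits gave 14 upregulated genes in differentiated cells at 1 h and 138 at 3 h. The split at 1 h also changed with the tool: upregulated genes were 33.3% of the calls with edgeR and 44.9% with DESeq2. The latter, the paper's tool, called 44 upregulated and 54 downregulated genes with its own size factors. When single libraries were left out, the number of upregulated genes at 1 h was 4 without non-stretched replicate 7, 8 or 9 and 7 without non-stretched replicate 10 or stretched replicate 8. It was 11 without stretched replicate 7, 27 without replicate 4 and 28 without stretched replicate 9, and with the experiment as a covariate 31. For 3 h, it ranged from 106 to 153. Fosb had the largest increase at 1 h, from 1.96 ± 0.133 to 31.4 ± 22.2 CPM (SD, n = 4), a log2 fold change of 4.01 (standard error 0.434, edgeR adjusted p = 0.00642) that was 3.38 without replicate 4. At 3 h, the largest increase was that of 2210418O10Rik (chromosome 2 of mm10, 176226569 to 176240328), with a log2 fold change of 5.08, but 100% of its 31-base stretches occur in other genes, so that this value is uncertain. The noncoding RNA gene Gm26813 (chromosome 1, 59488480 to 59492605) rose from 1.18 ± 0.100 to 2.45 ± 0.312 CPM (log2 fold change 1.06, edgeR adjusted p = 3.82e-04).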

For the stretched, differentiated cells, several genes (44 and 107), were upregulated after 1 h and 3 h of stretching, respectively (Fig. 1d, *left*). 

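In differentiated cells at 6 h, edgeR's quasi-likelihood test called 80 upregulated and 235 downregulated genes among 15433 tested. With single libraries left out, these counts were between 61 and 93 and between 159 and 245. Htr1b, a serotonin receptor gene (chromosome 9 of mm10, 81628291 to 81633828), rose from 10.3 ± 1.78 to 25.6 ± 3.93 CPM (SD, n = 4), a log2 fold change of 1.32 (standard error 0.130, edgeR adjusted p = 3.07e-04). The adenylate kinase gene Ak4 (chromosome 4, 101419277 to 101466995) rose from 2.78 ± 0.343 to 6.28 ± 0.501 CPM (log2 fold change 1.18, edgeR adjusted p = 1.77e-04), and 11.6% of its 31-base stretches occur in other genes. Cilp (chromosome 9, 65265180 to 65280605) fell from 17.2 ± 1.92 to 8.75 ± 1.69 CPM (log2 fold change -0.96, standard error 0.125, edgeR adjusted p = 9.33e-04). Ahrr also fell, with a log2 fold change of -1.09 (standard error 0.249).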

After 6 h of stretching we found 188 downregulated genes compared to the non-stretched samples, while 67 genes were upregulated (Fig. 1d, *right*). 

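The log2 fold changes of the time points were compared across all genes tested at each of them, 14565 in myoblasts and 15173 in differentiated cells. In myoblasts, Pearson's r was 0.233 between 1 h and 3 h (jackknife standard error over libraries 0.0500), 0.083 between 1 h and 6 h (0.0510) and 0.061 between 3 h and 6 h (0.0770). The differentiated cells gave 0.284 (0.0990), -0.008 (0.104) and 0.136 (0.0610) for the same pairs. These 6 correlations are across genes, which are not independent replicates. The choice of genes moved the values most in myoblasts, where r between 1 h and 6 h was 0.178 over the 467 genes called at either time point. Without replicate 4 of the stretched differentiated cells, r was 0.199 between 1 h and 3 h and -0.077 between 1 h and 6 h.

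**Figure D1:**
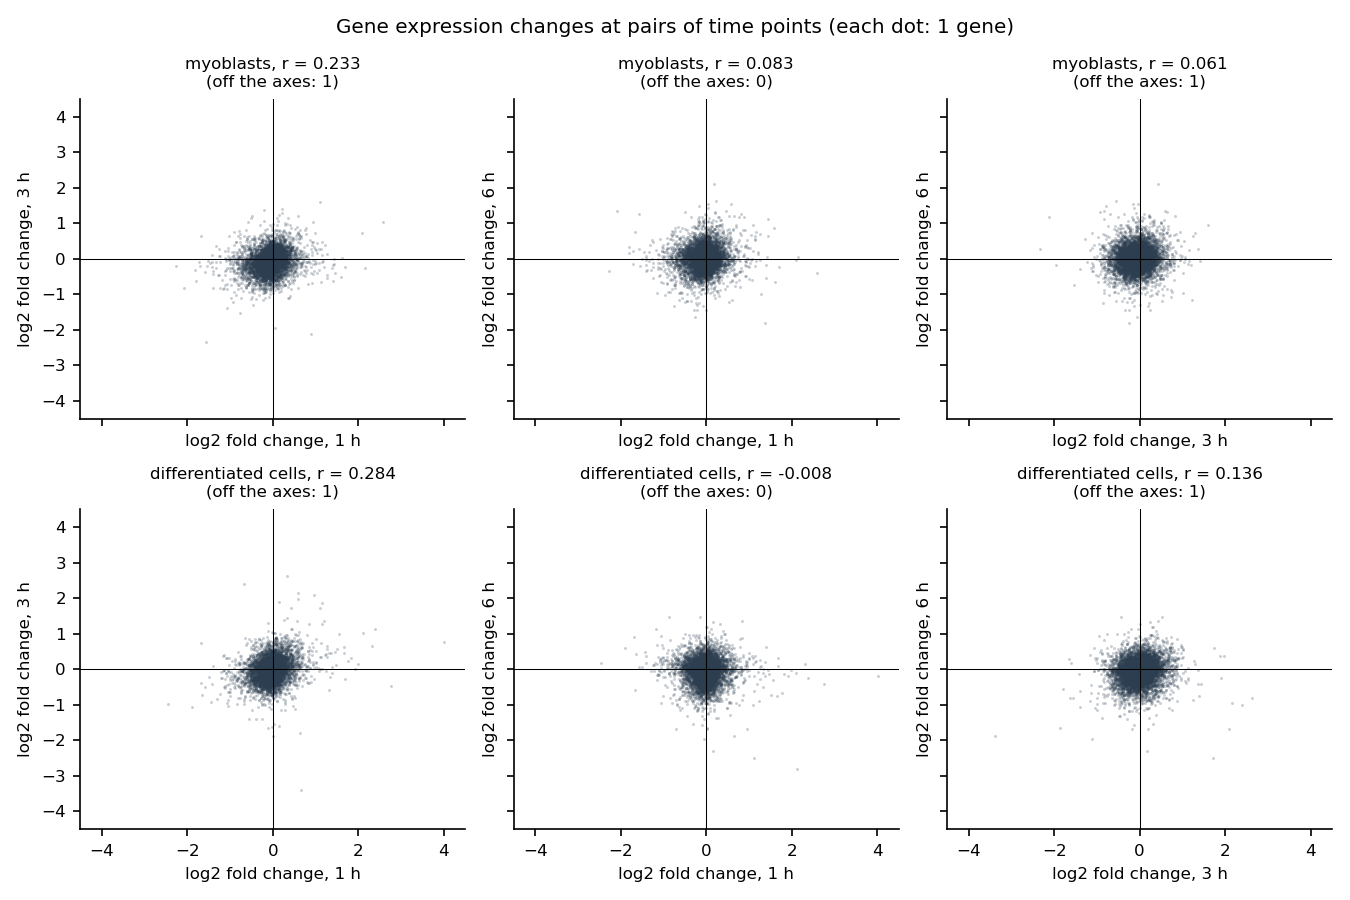
Log2 fold changes (stretched against non-stretched, log2 scale on both axes) of every gene tested at all time points, plotted for each pair of time points in myoblasts (top) and differentiated cells (bottom), with each dot a gene and without error bars. The cloud is tilted most for 1 h against 3 h, where r is 0.233 in myoblasts and 0.284 in differentiated cells.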

Overall, in both myoblasts and differentiated cells stretching for 1 h and 3 h triggered more similar changes in gene expression than stretching for 6 h.

We validated gene expression changes in response to stretching using quantitative real time PCR (qPCR) in myoblasts (Supplementary Fig. 2) and differentiated cells (Supplementary Fig. 3). We selected genes for validation with a fold change >1.5 for upregulated genes and a fold change <−1.5 for downregulated genes and an adjusted *p-*value < 0.05. 

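Among the 13 genes that Supplementary Fig. 2 names for myoblasts, 7 passed both limits in the RNA-seq data at 1 h, 5 at 3 h and 4 at 6 h with edgeR's quasi-likelihood test. Adjusted over the list alone, 12, 9 and 10 had a p-value under 0.05, against 7, 9 and 9 over all genes tested. For the 10 genes named for differentiated cells in Supplementary Fig. 3, 3, 6 and 3 passed both limits, and 6, 10 and 6 had a p-value under 0.05 adjusted over the list alone, against 3, 9 and 5 over all genes. At 1 h, 6 of these 10 passed both limits without stretched replicate 4, and 5 with DESeq2. With the experiment as a covariate or the replicate number as a block, 6 did. The study chose both lists on these samples, so the counts over the lists alone are not independent evidence. Sdf2l1 (chromosome 16 of mm10, 17130138 to 17132383), a gene of the endoplasmic reticulum, went from 17.4 ± 0.940 to 46.7 ± 22.7 CPM in myoblasts at 6 h (SD, n = 4), a log2 fold change of 1.43 (standard error 0.284, edgeR adjusted p = 0.00394). Txnip (chromosome 3, 96557957 to 96561883) fell in differentiated cells at 3 h from 54.6 ± 5.11 to 27.4 ± 4.86 CPM, with a log2 fold change of -0.99 (standard error 0.111, edgeR adjusted p = 3.20e-04). At 1 h in differentiated cells, Clk1 (chromosome 1, 58410189 to 58424066) was downregulated (log2 fold change -0.79, edgeR adjusted p = 0.0135), a call that was lost without non-stretched replicate 7, 8 or 9 or stretched replicate 8 (adjusted p between 0.0590 and 0.0717). In Acat2, one of the genes of Supplementary Fig. 3, 43.8% of the 31-base stretches occur in other genes.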

Two of the genes assayed in both myoblasts and differentiated cells were the connective tissue growth factor (*Ctgf*) and the cysteine-rich angiogenic inducer 61 (*Cyr61*) which are both well-established mechanosensitive genes^26–28^. 

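Connective tissue growth factor (Ctgf, chromosome 10 of mm10, 24595442 to 24598683) and Cyr61 (chromosome 3, 145646976 to 145649981) encode secreted matrix proteins of one family. In myoblasts at 1 h, Ctgf rose from 43.5 ± 5.38 to 68.2 ± 2.01 CPM (SD, n = 4), a log2 fold change of 0.65 (standard error 0.0732, edgeR adjusted p = 3.78e-04). Cyr61 rose there from 198 ± 3.49 to 348 ± 11.0 CPM (log2 fold change 0.81, standard error 0.0323, edgeR adjusted p = 1.37e-07). In differentiated cells at 1 h, Cyr61 went from 168 ± 6.24 to 595 ± 312 CPM (log2 fold change 1.83, standard error 0.277, edgeR adjusted p = 0.0255). This call was lost without any single non-stretched replicate or without stretched replicate 8 (adjusted p between 0.0590 and 0.114), and the log2 fold change was 1.38 without replicate 4. Ctgf went from 98.2 ± 28.3 to 419 ± 364 CPM, a log2 fold change of 2.10 (standard error 0.481) whose edgeR adjusted p of 0.102 did not pass the threshold. It passed with the experiment as a covariate (log2 fold change 1.39, edgeR adjusted p = 0.00199) and without replicate 4 (1.28, adjusted p = 0.0155), neither of which takes a stretch effect from replicate 4. Over all alternatives, its adjusted p ranged from 0.00124 to 0.319. At 3 h, Ctgf was upregulated in differentiated cells from 98.1 ± 34.8 to 197 ± 35.5 CPM (log2 fold change 1.01, standard error 0.222, edgeR adjusted p = 0.00889), but not in the fit of all 24 libraries of the stage (adjusted p = 0.0598). The log2 fold change of Cyr61 at 3 h was 0.31 (standard error 0.101, edgeR adjusted p = 0.0480), below the limit of 0.58.

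**Figure D2:**
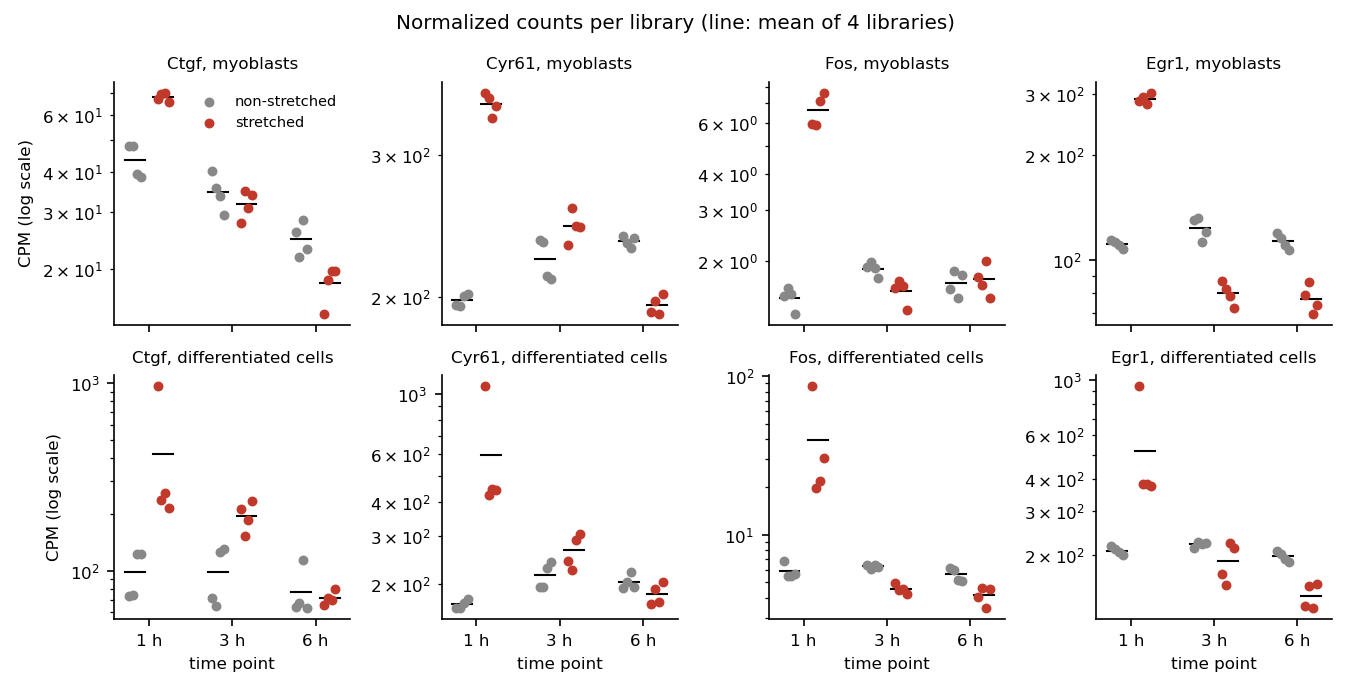
CPM on a log scale in each library at 1 h, 3 h and 6 h for Ctgf, Cyr61, Fos and Egr1 in myoblasts (top) and differentiated cells (bottom), with non-stretched libraries in grey, stretched libraries in red and black lines at the mean of 4 libraries. At 1 h the stretched libraries lie above the non-stretched ones for each of these genes, as for Cyr61 in myoblasts with 348 against 198 CPM, and one stretched library of differentiated cells, replicate 4, lies far above the others.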

*Ctgf* and *Cyr61* mRNAs were upregulated after 1 h of stretching in myoblasts and after 1 h and 3 h of stretching in differentiated cells indicating successful cellular stretching (Supplementary Figs. 2, 3). After 6 h of stretching, *Ctgf* and *Cyr61* mRNAs were not upregulated in either myoblasts or differentiated cells (Supplementary Figs. 2, 3**)** suggesting that the cells become accustomed to the long mechanical stimulus which has been previously reported^28^.

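After 6 h, Ctgf was lower in stretched than in non-stretched myoblasts, at 18.1 ± 2.50 against 24.8 ± 2.96 CPM (SD, n = 4), with a log2 fold change of -0.45 (standard error 0.101, edgeR adjusted p = 0.00750). Cyr61 fell in myoblasts from 234 ± 3.56 to 195 ± 5.34 CPM (log2 fold change -0.26, edgeR adjusted p = 1.53e-04). In differentiated cells, no difference past the replicate error was found for Ctgf (log2 fold change -0.10, standard error 0.168, edgeR adjusted p = 0.714) or Cyr61 (-0.14, standard error 0.0634, adjusted p = 0.153). Non-stretched replicate 9 decided the sign of Ctgf there, which was 0.15 without it. The fold changes at 6 h and 1 h were compared in one model with an interaction term. In myoblasts, they differed by -1.10 for Ctgf (edgeR adjusted p = 3.09e-05) and by -1.07 for Cyr61 (1.44e-11). The differences in differentiated cells were -2.20 for Ctgf (edgeR adjusted p = 0.0226) and -1.96 for Cyr61 (0.00145). The paper proposes that the cells become accustomed to a long mechanical stimulus.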

A correlation plot was generated to compare the mRNA expression changes detected in the RNA-seq studies with those measured by qPCR assays. We observed a strong correlation between the two approaches both in myoblasts (Pearson = 0.97, Fig. 1e) and in differentiated cells (Pearson = 0.94, Fig. 1f). This robust validation establishes our RNA-seq data as high-quality.

### Genes encoding proteins involved in muscle function and transcription are upregulated in response to cell stretching

We next asked whether the genes that were up- or downregulated at different times of stretching were functionally related. To answer this question, we performed gene ontology (GO) analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID). For myoblasts, the genes that responded to 1 h and 3 h of stretching encoded proteins involved in transcription regulation and muscle cell differentiation while categories related to protein folding were evident for genes that responded to a longer period of stretching (6 h) (Supplementary Fig. 4a). 

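The response of whole gene lists was tested with limma's camera (a fixed correlation between genes of 0.01), with p-values adjusted over 42 tests, of 7 lists in 6 comparisons. The lists came from known functions and not from the paper's enrichment, which was not repeated. A list of 15 tested muscle differentiation genes had a median log2 fold change of -0.32 in myoblasts at 1 h, with 12 genes lower and 3 higher (limma camera adjusted p = 0.00847). Only 1 of them, Heyl, was called (log2 fold change -1.39, standard error 0.341, edgeR adjusted p = 0.0343), and 3 had a p-value under 0.05 adjusted over the list alone against 1 over all genes. DESeq2, the experiment as a covariate and the replicate number as a block each gave 3 calls. The list depended on a single library, since its median was -0.07 without non-stretched replicate 10 (limma camera adjusted p = 0.0644). At 3 h its median was -0.14 (limma camera adjusted p = 0.242). Several members of this list were near the floor in myoblasts. Means over all 24 myoblast libraries were 1.23 CPM for Myog, 1.72 CPM for Myh1 and 2.41 CPM for Mef2c. For protein folding, 2 lists were tested. Genes of the endoplasmic reticulum stress response (21) were all higher in stretched myoblasts at 6 h, with a median of 0.72 (limma camera adjusted p = 5.59e-09). Of these, 20 had a p-value under 0.05 adjusted over the list alone and over all genes, and 12 were upregulated. All 13 heat shock genes were higher at 6 h, with a median of 0.44 (limma camera adjusted p = 1.33e-05). Counts of several are uncertain, since other genes hold 68% of the 31-base stretches of Hspa1b, 65.4% of Hspa1a, 52.3% of Hspb1, 51.4% of Hsp90aa1 and 50.1% of Hspd1. Of 35 splits of the libraries, the real one included, 6 gave as small a camera p-value for the endoplasmic reticulum list and 9 for the heat shock list. Hspa5 (chromosome 2 of mm10, 34771970 to 34777547), the main chaperone of the endoplasmic reticulum, went from 729 ± 14.2 to 1600 ± 548 CPM (SD, n = 4), a log2 fold change of 1.14 (standard error 0.189, edgeR adjusted p = 0.00146). The wide spread of its stretched libraries came from both experiments, in each of which the lower-numbered replicate had the larger rise. Limma's fry, which estimates the correlation between genes, moved the family most: of these calls it kept both folding lists at 6 h (adjusted p = 0.0257 and 0.0289) but not the muscle differentiation list (0.0800). The folding lists also rose in differentiated cells at 6 h, with all 21 genes of endoplasmic reticulum stress (median 0.40, limma camera adjusted p = 7.99e-08) and all 13 heat shock genes (median 0.50, limma camera adjusted p = 6.19e-07) higher. In myoblasts, leaving out single libraries kept the median of the endoplasmic reticulum list between 0.57 and 0.87 and that of the heat shock list between 0.35 and 0.53.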

In differentiated cells, genes responding to stretching encoded proteins involved in muscle function, transcription, and the transforming growth factor β (TGF-β) signaling pathway (1 h) and steroid homeostasis (3 h and 6 h) (Supplementary Fig. 4b). 

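For steroid homeostasis, a list of 25 genes of sterol biosynthesis was used. It had a median log2 fold change of 0.55 in differentiated cells at 3 h and of 0.51 at 6 h, and all 25 genes were higher at both times (limma camera adjusted p = 1.40e-12 and 3.62e-17). At 3 h, 21 of them had a p-value under 0.05 adjusted over the list alone and 20 over all genes, and 11 were upregulated. The corresponding numbers at 6 h were 22, 22 and 7. Both calls held under fry (limma fry adjusted p = 0.00966 and 0.00102) and with each library left out, where the medians lay between 0.49 and 0.60. At 1 h, the median was 0.01 (limma camera adjusted p = 0.679), but -0.03 with the experiment as a covariate (0.0306) and -0.07 without replicate 4 (0.0309). The list therefore changed between 1 h and 6 h, by a difference of 0.49 (interaction term, limma camera adjusted p = 4.62e-13). In myoblasts at 6 h, all 25 genes of the list were higher as well (median 0.42, limma camera adjusted p = 2.51e-19). At 1 h, by contrast, 23 of them were lower in stretched myoblasts and 2 higher. The median there was -0.12 (limma camera adjusted p = 6.19e-07, limma fry adjusted p = 0.0257). Insig1 (chromosome 5 of mm10, 28071363 to 28078662), which holds back sterol synthesis, rose in differentiated cells at 3 h from 166 ± 27.0 to 335 ± 33.9 CPM (SD, n = 4), a log2 fold change of 1.02 (standard error 0.108, edgeR adjusted p = 2.37e-04). The synthase gene Hmgcs1 (chromosome 13, 119690379 to 119708260) rose at 6 h from 363 ± 23.6 to 560 ± 26.8 CPM (log2 fold change 0.63, standard error 0.0525, edgeR adjusted p = 1.64e-04). Genes of TGF-β signaling were not tested as a list.

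**Figure D3:**
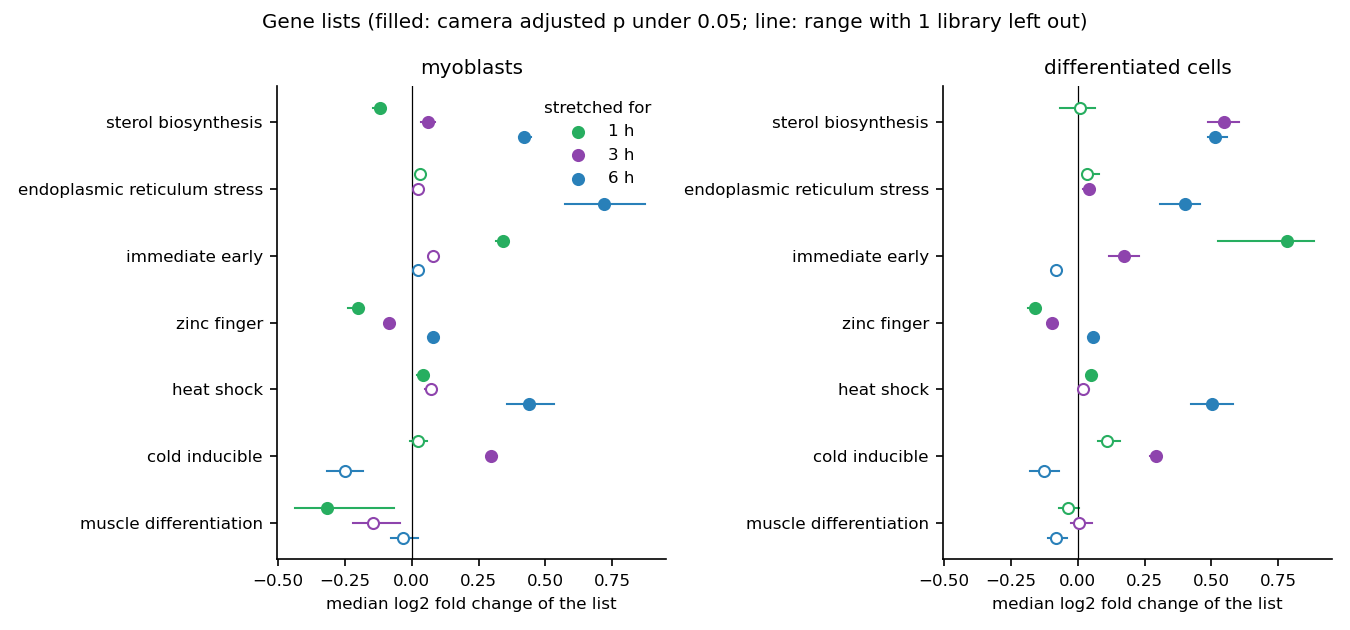
Median log2 fold change (stretched against non-stretched) of 7 gene lists in myoblasts (left) and differentiated cells (right) after 1 h, 3 h and 6 h, with filled points where the camera adjusted p-value is under 0.05 and lines for the range when 1 library is left out. Sterol biosynthesis lies at 0.55 at 3 h and 0.51 at 6 h in differentiated cells, and the immediate early list is highest at 1 h, at 0.34 in myoblasts and 0.78 in differentiated cells.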

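Genes whose symbol starts with Zfp, which mostly encode zinc finger transcription factors, were lower after 1 h of stretching at both stages. In myoblasts, 272 of 331 were lower, with a median log2 fold change of -0.20 (limma camera adjusted p = 2.05e-25). In differentiated cells, 76 of 332 were higher and the rest lower, with a median of -0.16 (limma camera adjusted p = 3.07e-25). Adjusted over the list alone, 184 and 111 of them had a p-value under 0.05, against 124 and 23 over all genes, and 38 and 8 were downregulated. By 6 h the medians were above 0, at 0.08 in myoblasts and 0.06 in differentiated cells, and the difference between 6 h and 1 h was 0.29 and 0.23 (interaction term, limma camera adjusted p = 2.49e-21 and 9.87e-18). Immediate early genes, most of which encode transcription factors, rose at 1 h. Of 26, 21 were higher in myoblasts (median 0.34, limma camera adjusted p = 3.62e-17) and 26 in differentiated cells (median 0.78, 7.81e-23). Their p-values adjusted over the list alone were under 0.05 for 22 genes at either stage, against 17 and 5 over all genes, and 10 and 4 genes were upregulated. In differentiated cells, 11 were called without replicate 4, 11 with the experiment as a covariate, 11 with the replicate number as a block and 12 with DESeq2. The covariate and block fits take no stretch effect from replicate 4, so they are not separate evidence from the fit without it. The calls of Fos and Dusp1 in differentiated cells were lost in 5 and 4 of 17 alternatives. The list calls at 1 h, for zinc finger and immediate early genes at both stages, held under fry (adjusted p between 1.64e-04 and 0.0287).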

In both myoblasts and differentiated cells, genes that responded to shorter stretching times tended to encode proteins functioning in transcriptional regulation and muscle differentiation. Overall, our data demonstrates in an unbiased manner that mechanical stretching of skeletal muscle cells induces distinct, global mRNA expression changes in genes encoding proteins involved in cell differentiation and transcription regulation.

### The MAPK pathway is activated after cell stretching

Since mechanical forces impact the plasma membrane of the cell, we were interested in identifying the specific intracellular signaling pathways that were activated in response to stretching. To investigate this, we performed DAVID pathway analysis on the genes that responded to 1 h or 3 h of stretching in differentiated cells. After 1 h of stretching, the responsive genes were enriched in pathways including the MAPK cascade, epidermal growth factor receptor family (ErBβ), the Janus kinase-signal transducer and activator of transcription (JAK/STAT) pathway, and tumor necrosis factor (TNF) signaling (Fig. 2a). Few pathways were enriched in the samples that were stretched for 3 h. Interestingly, numerous upregulated genes after 1 h of stretching encoded proteins that are part of the extracellular signal-related kinase (ERK1/2) cascade, which is at the intersection of the MAPK, ErBβ, and JAK/STAT axes. ERK1/2 phosphorylation was drastically decreased during C2C12 cell differentiation while total ERK1/2 protein levels did not change (Supplementary Fig. 5). Interestingly, ERK1/2 were significantly phosphorylated in response to 1 h and 3 h of cellular stretching in differentiated cells (Fig. 2b). It was previously demonstrated that ERK1/2 are phosphorylated in response to a stretch stimulus in mouse and rat skeletal muscle as well as C2C12 cells, so our data corroborates previous work^29–31^.

**Fig. 2:**
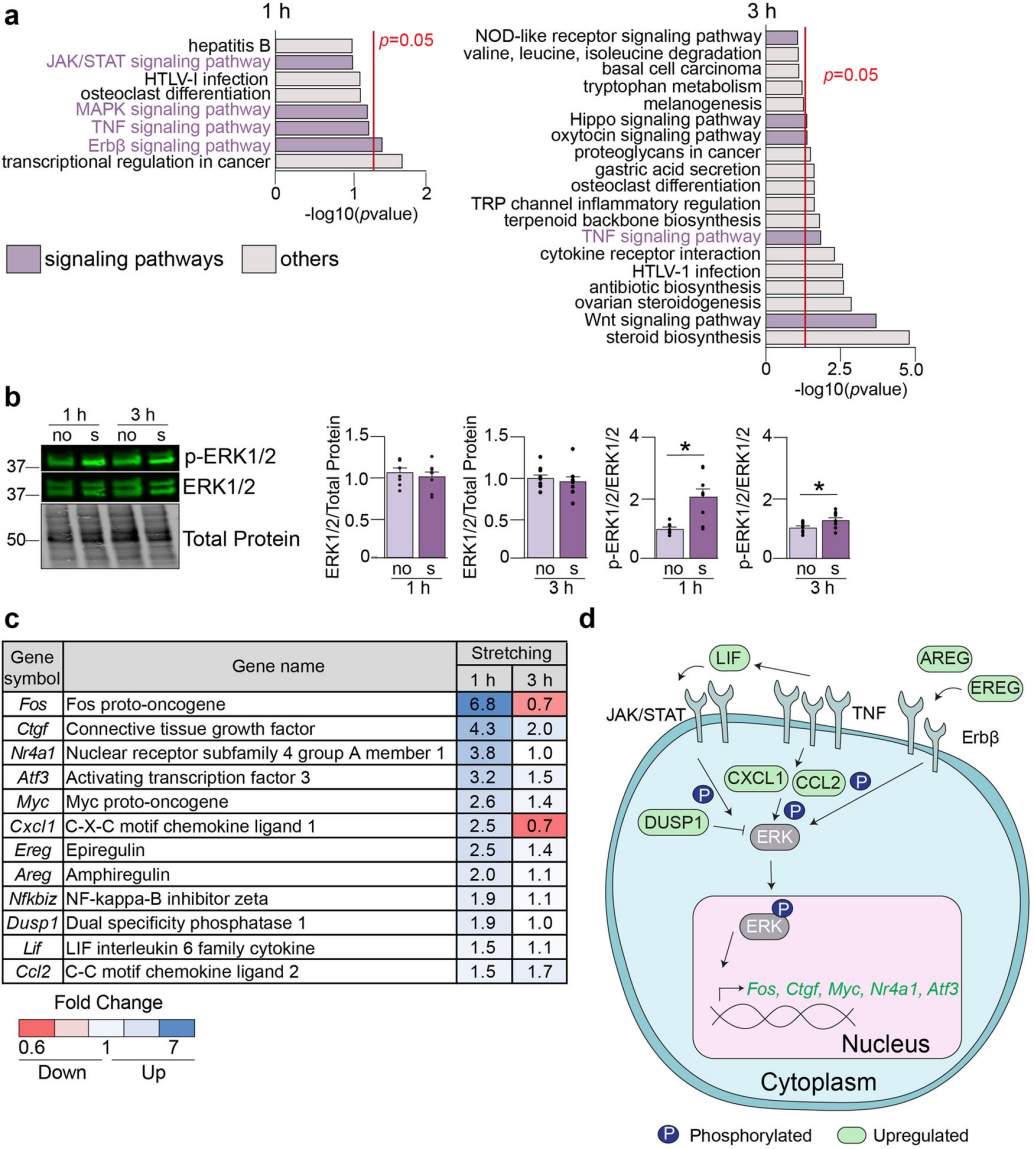
Stretching induces activation of the MAPK pathway. **a** Pathway analysis of the differentially expressed genes in response to stretching in differentiated cells was performed using DAVID (Database for Annotation, Visualization, and Integrated Discovery). Red lines indicate *p*-values<0.05. **b** Differentiated muscle cells were stretched for 1 h or 3 h. Western blot assays were performed and quantified by densitometry to examine total ERK1/2 and phosphorylated ERK1/2 (p-ERK1/2) levels. Results are shown as mean ± SEM, *N* = 3, *p < 0.05, Welch’s *T*-test. **c** mRNA expression changes of various genes encoding proteins involved in signaling pathways linked to ERK1/2 using RNA-seq data (differentiated cells). The fold change was defined as the ratio between stretched and non-stretched samples. Values above 1 indicate upregulated genes and values below 1 indicate downregulated genes. **d** Cartoon depicting the genes activated by cell stretching to illustrate how the MAPK pathway may be activated. no: non-stretched samples. s: stretched samples.

To further define the effect of stretching on MAPK signaling, we used our RNA-seq data to examine the activation of various MAPK targets. 

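Fig. 2c shows 12 genes downstream of MAPK signaling in differentiated cells. All 12 had a higher mean in stretched cells at 1 h, with log2 fold changes from 0.59 (Lif) to 2.76 (Fos) and a median of 1.32. Only Fos and Dusp1 were called with edgeR's quasi-likelihood test over all genes, while 12 had a p-value under 0.05 adjusted over the list alone. The study picked this list from these samples, so the latter is not independent evidence. DESeq2 called 10 of the 12, and edgeR called 8 without replicate 4, 8 with the experiment as a covariate and 8 with the replicate number as a block. All of these edgeR fits leave replicate 4 out of the stretch effect. The Myc gene (chromosome 15 of mm10, 61985391 to 61990374) had a log2 fold change of 1.37 (standard error 0.264, edgeR adjusted p = 0.0536), Nr4a1 (chromosome 15, 101254269 to 101274795) one of 1.92 (standard error 0.419, 0.0867) and Atf3 (chromosome 1, 191170296 to 191218039) one of 1.67 (standard error 0.356, 0.0792). With the covariate, these 3 genes were called, with smaller log2 fold changes of 1.04 for Myc (edgeR adjusted p = 2.51e-05), 1.18 for Nr4a1 (7.43e-07) and 1.06 for Atf3 (1.83e-04). Dusp1 (chromosome 17, 26505590 to 26562128) rose by 0.96 (standard error 0.125, edgeR adjusted p = 0.0133), and lost its call without any single non-stretched replicate (adjusted p between 0.0521 and 0.0717). At 3 h, 9 of the 12 genes were higher and 3 lower, with a median of 0.18 and a range from -0.60 (Cxcl1) to 1.01 (Ctgf). Here 7 had an adjusted p-value under 0.05, over all genes as well as over the list alone, and 4 were called, Ctgf, Atf3 and Ccl2 as upregulated and Cxcl1 as downregulated.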

Numerous genes in this pathway were upregulated after 1 h of cell stretching and slightly upregulated after 3 h of stretching (Fig. 2c). Moreover, when we validated some of these targets by qPCR assays, we confirmed the significant upregulation (Supplementary Fig. 3*, Myc* and *Ctgf*). Collectively, this evidence led us to conclude that short stretching (1 h) activates the MAPK axis to induce the transcription of genes encoding proteins that function in signal transduction and transcriptional activation of other genes (Fig. 2d).

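The fall of these changes with time was tested in differentiated cells with an interaction term for 6 h against 1 h. Fos had a difference in log2 fold change of -3.19 (standard error 0.524, edgeR adjusted p = 0.00198), Nr4a1 of -2.13 (standard error 0.470, 0.0110), Atf3 of -1.37 (standard error 0.410, 0.0474), Myc of -1.16 (standard error 0.320, 0.0342) and Dusp1 of -0.85 (standard error 0.148, 0.00276). For Areg, Cxcl1 and Ccl2 the difference did not pass the threshold (edgeR adjusted p between 0.205 and 0.992). At 6 h, 7 of the 12 genes of Fig. 2c were higher and 5 lower, and Ccl2 alone was called. From phosphorylation of ERK1/2 and the expression of these genes, the paper concludes that 1 h of stretching activates the MAPK axis.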

### ERK phosphorylation inhibition impacts the response of mechanosensitive genes

Since ERK1/2 phosphorylation was mechanosensitive we aimed to determine whether this pathway played a role in activating transcription of genes upon stretching. To do this, we used a well-established ERK1/2 phosphorylation inhibitor (U0126) and stretched differentiated cells for 1 h (with or without the inhibitor). We chose this stretching time since the strongest ERK1/2 phosphorylation occurred after 1 h of stretching (Fig. 2b). First, we confirmed the complete inhibition of ERK1/2 phosphorylation in both the non-stretched and stretched cells after treatment with U0126 (Fig. 3a). We next assayed the mRNA expression levels of several mechanosensitive genes that are part of the MAPK pathway. For several of these genes, U0126 abolished the response to stretch (Fig. 3b, *Nr4a1*, *Atf3*, and *Ccl2*), indicating that ERK1/2 plays a role in their activation upon stretching. For some other genes, the response to stretching was partially abolished in the presence of U0126 (Fig. 3b, *Ctgf*, *Cyr61*, *Fos*, *Myc*, and *Ereg*) which suggests that ERK1/2 may not be the only activator of these targets upon stretching, but may help sustain their activation. In summary, inhibition of ERK1/2 phosphorylation influenced some mechanosensitive genes indicating a role of this pathway in the stretch response of differentiated cells.

**Fig. 3:**
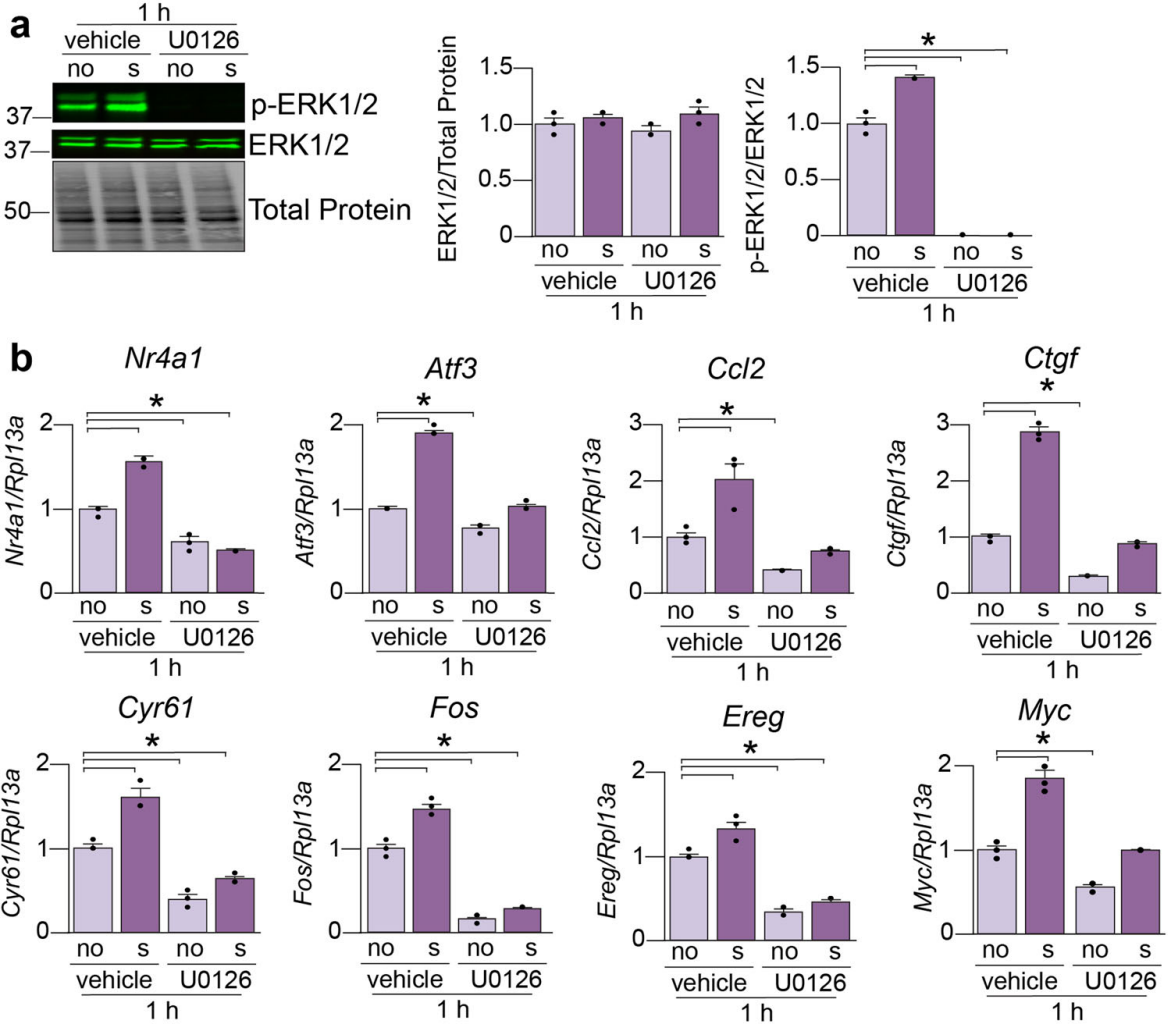
Inhibition of ERK1/2 phosphorylation impacts the response of mechanosensitive genes. **a** Differentiated muscle cells were treated with the ERK1/2 phosphorylation inhibitor U0126 and stretched for 1 h. Western blot assays were performed and quantified by densitometry to examine total ERK1/2 and phosphorylated ERK1/2 (p-ERK1/2) levels. **b** qPCR assays were performed and quantified to examine the mRNA expression changes of eight mechanosensitive genes. Results are shown as mean ± SEM, *N* = 3. *p < 0.05, one-way ANOVA with Dunnett’s *post hoc* multiple comparisons test.

### Splicing changes increase as cells are stretched over time

RNA processing can be regulated by multiple factors including transcriptional speed, temperature, cellular stress, and other environmental factors^32–34^. We thus hypothesized that mechanical stretching induces alternative splicing changes in skeletal muscle cells.

To examine the distribution of the alternatively spliced events that responded to stretching, we utilized the Mixture of Isoforms (MISO) software^35^. MISO allows accurate determination of alterative splicing patterns at the exon level. We defined the change in percent spliced in (ΔPSI) as the difference between the PSI in stretching conditions and the PSI in non-stretched samples (PSI_stretch_–PSI_no stretch_)^36^. Events were considered differentially spliced if the Wilcox *p*-value ≤ 0.05 and | ΔPSI | > 10. In myoblasts, we observed an increase in the total number of splicing events as the cells were stretched for longer periods of time (Fig. 4a*, left*). Whereas in differentiated cells, the total number of splicing events increased from 1 h to 3 h and slightly decreased from 3 h to 6 h (Fig. 4a*, right*).

**Fig. 4:**
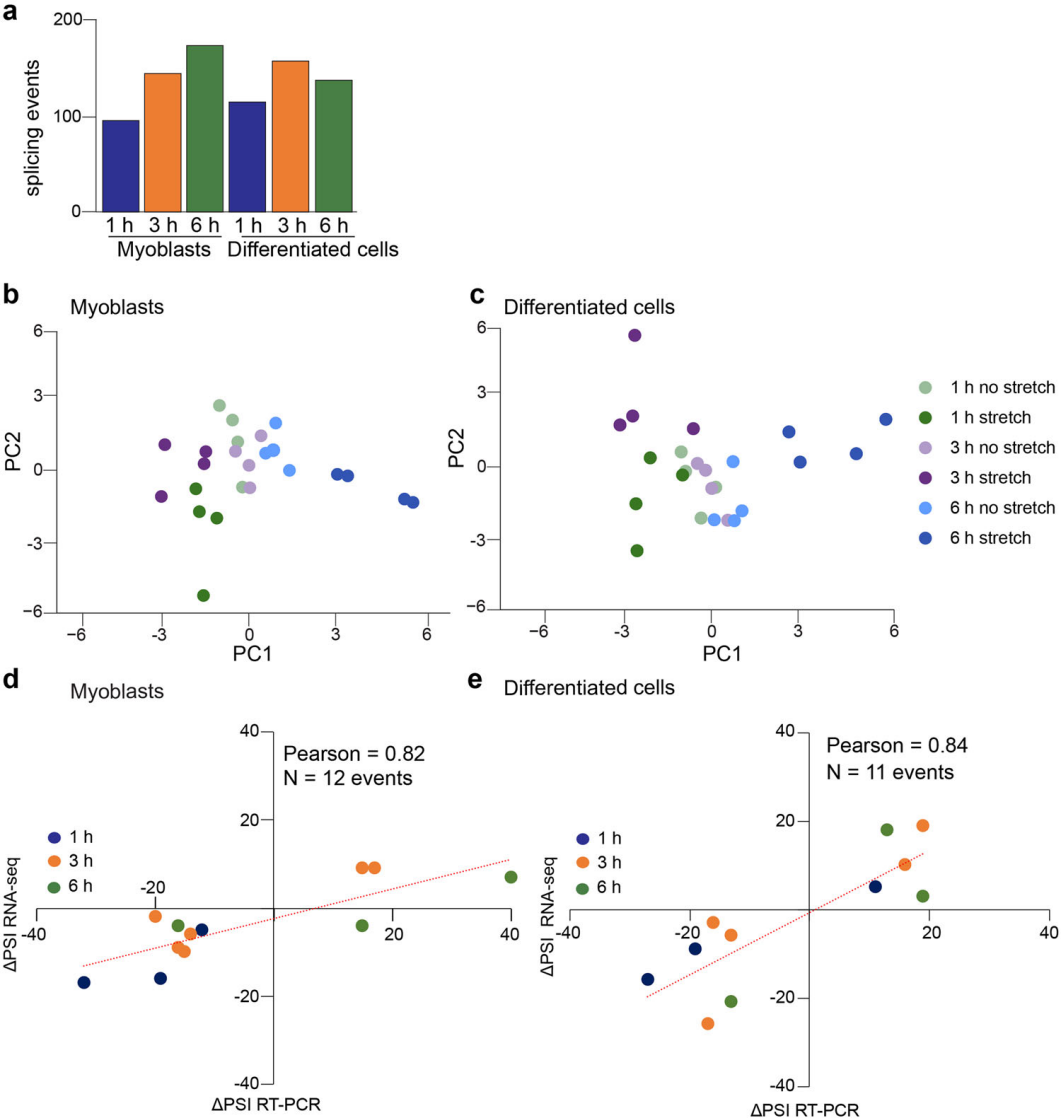
Alternative splicing transitions occur in response to stretching and change over time. **a** Number of alternative splicing events after 1 h, 3 h, and 6 h of stretching of myoblasts (*left*) and differentiated cells (*right*) identified by RNA-seq experiments. **b**, **c** Principal component analysis (PCA) plots of the alternative splicing changes in response to stretching in myoblasts and differentiated cells. **d**, **e**. Correlation plots of ΔPSI values obtained from RNA-seq studies *versus* ΔPSI values obtained from RT-PCR experiments in myoblasts and differentiated cells. *N* = 4 in myoblasts and *N* = 4-5 in differentiated cells. RT-PCR gels producing the data included in the correlation plots are shown in Supplementary Fig. 6 (myoblasts) and Supplementary Fig. 7 (differentiated cells). Alternative regions were considered differentially spliced if | ΔPSI | > 10 between stretched and non-stretched samples. The ΔPSI was defined as the difference between the PSI in stretched samples and the PSI in the non-stretched controls. PSI percent spliced in.

PCA analysis revealed correlations between the alternative splicing events across increasing times of stretching. For myoblasts, we observed distinct segregation for the 1 h, 3 h, and 6 h stretched samples (Fig. 4b, *dark green, dark purple*, and *dark blue*, respectively) and segregation of the non-stretched samples. Similarly, the non-stretched differentiated cells segregated together and the 1 h, 3 h, and 6 h stretched samples exhibited definite groups (Fig. 4c, *dark green, dark purple*, and *dark blue* respectively). These data led us to conclude that stretching induces distinct changes in alternative splicing at each time point.

To validate the splicing transitions detected by RNA-seq in response to stretching, we performed reverse transcription PCR (RT-PCR) analysis of 12 cassette exons in myoblasts (Supplementary Fig. 6) and 11 cassette exons in differentiated cells (Supplementary Fig. 7). Some of these events were assayed across the time points because RNA-seq data revealed that they responded to stretch at different times. We observed a strong correlation (Pearson = 0.82 in myoblasts and Pearson=0.84 in differentiated cells) between the ΔPSI values from RNA-seq and those from RT-PCR experiments (Fig. 4d, e).

Overall, we conclude that our RNA-seq study produced highly reproducible and robust data and that numerous splicing events are mechanosensitive in muscle cells.

### Alternative splicing changes in response to stretching occur mostly in cassette exons

Different types of splicing events exist including cassette exons, mutually exclusive exons, retained introns, alternative 3’ splice sites, and alternative 5’ splice sites (Fig. 5a). We thus asked whether there was a type of splicing event that was more prevalent and to what extent the distribution of splicing event types changed over stretching time. First, we observed that >44% of splicing events at all time points were cassette exons (Fig. 5b). Second, we found that as cells were stretched, the proportion of cassette exons being alternatively spliced increased over time while the proportion of retained introns decreased (except for the transition from 3 h to 6 h in differentiated cells) (Fig. 5b). We focused the rest of our analysis on cassette exons since these were the most prevalent type of splicing event.

**Fig. 5:**
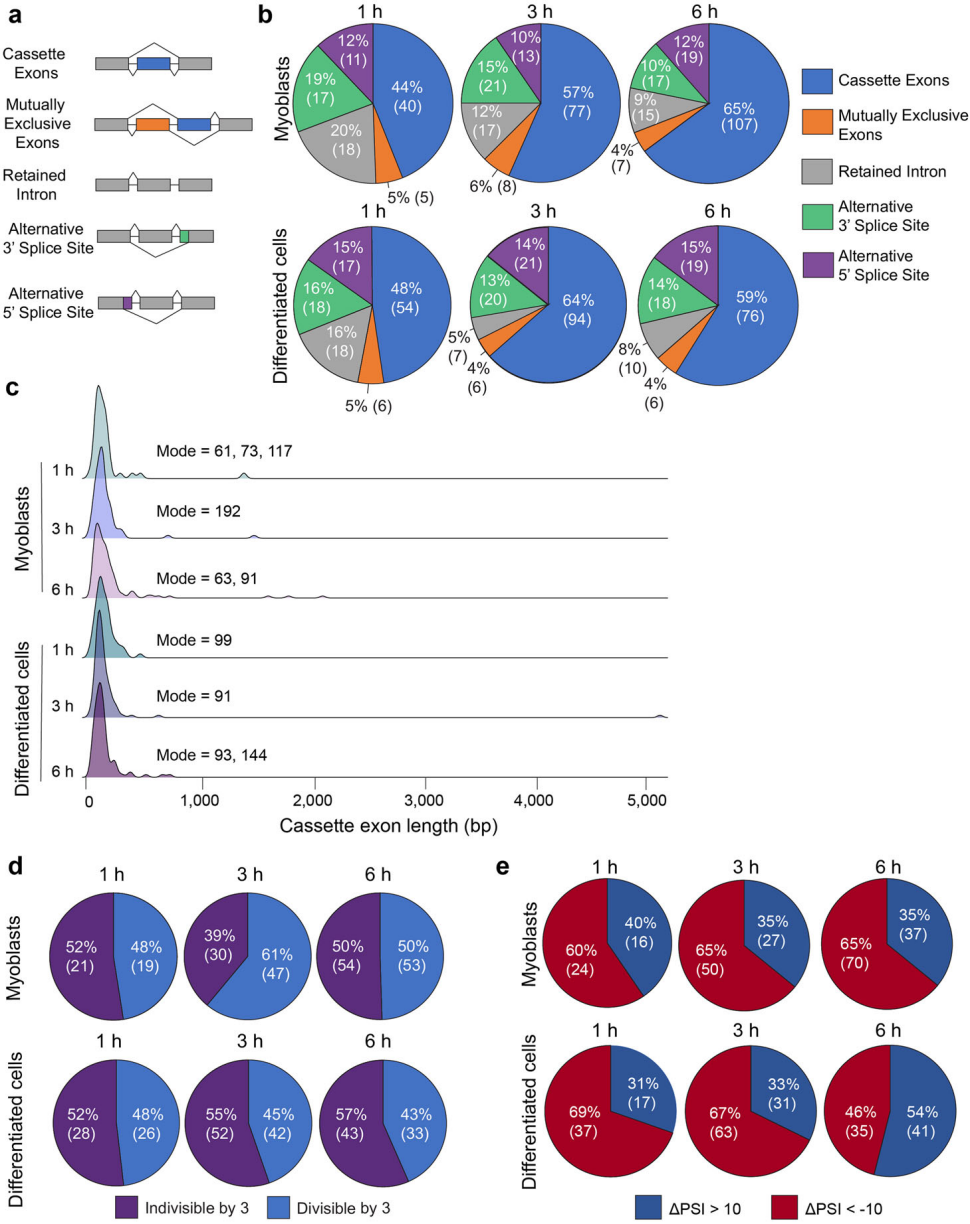
Alternative splicing changes in response to stretching occur mostly in cassette exons. **a** Schematic showing the different type of splicing events. **b** Distribution of the splicing events depending on their type in myoblasts (*top*) and differentiated cells (*bottom*). The numbers between parentheses indicate the number of splicing events. **c** Density plots of cassette exon length in myoblasts (*top*) and differentiated cells (*bottom*). The mode(s) of cassette exon length is shown next to each plot. **d** Proportion of cassette exons that are indivisible by three (purple) or divisible by three (blue) in myoblasts (*top*) and differentiated cells (*bottom*). The numbers between parentheses indicate the number of splicing events. **e** Proportion of splicing events that underwent more inclusion (ΔPSI > 10, blue) or more exclusion (ΔPSI < −10, red) of the alternatively spliced region upon stretching. The numbers between parentheses indicate the number of splicing events. The ΔPSI was defined as the difference between the PSI in stretched samples and the PSI in the non-stretched controls. PSI percent spliced in.

We next interrogated if stretching induced changes in the distribution and mode of cassette exon length. There was more variation in the mode for the myoblasts than for the differentiated cells. However, across all three timepoints, there was a similar distribution of cassette exon length both in myoblasts and differentiated cells (Fig. 5c) suggesting that cassette exon length is not sensitive to stretching.

Cassette exons that are divisible by three can add a peptide onto the protein sequence or have the potential to add a stop codon. Whereas cassette exons that are indivisible by three can interrupt the reading frame often resulting in a truncated protein or a protein with a different C-terminus. We thus determined the proportion of exons that were sensitive to stretching and divisible or indivisible by three. In myoblasts, 48% of cassette exons that responded to 1 h of stretching were divisible by three, 61% and 50% of the exons that responded to 3 h or 6 h of stretching were also divisible by three, respectively (Fig. 5d, *top*). This indicates that myoblasts may exhibit slightly less truncated or potentially frameshifted proteins after 3 h of stretching. Conversely, in differentiated cells all three timepoints had a similar proportion of cassette exons that were sensitive to stretching and divisible by three: 48% (1 h), 45% (3 h), and 43% (6 h) (Fig. 5d, *bottom*).

We then asked whether stretching induced more skipping or more inclusion of the alternatively spliced regions. In myoblasts, the proportion of events with ΔPSI > 10 (stretching induces inclusion) increases over stretching time (Supplementary Fig. 8a, *left*). In differentiated cells, we observed a more drastic trend in the same direction (Supplementary Fig. 8a, *right*). Since we focused most of our analysis on cassette exons we also determined if stretching induced more skipping or inclusion specifically of cassette exons. In myoblasts, the proportion of cassette exons with ΔPSI <−10 (stretching induces exclusion) increases slightly over stretching time (Fig. 5e, *top*). In differentiated cells, we observed an opposite trend with longer stretching times inducing more inclusion of cassette exons (Fig. 5e, *bottom*).

### Stretching promotes exon inclusion in genes encoding proteins involved in transcription, DNA damage, phosphorylation and degradation

We next performed GO analysis to determine whether genes containing alternatively spliced cassette exons regulated by cell stretching were functionally related. In myoblasts, categories related to transcriptional regulation (1 h, 3 h, 6 h) and DNA damage, and phosphorylation (3 h and 6 h) were enriched (Supplementary Fig. 8b). In differentiated cells, when we analyzed the alternatively spliced genes upon stretching, we observed an enrichment in categories related to transcription regulation (1 h and 6 h), phosphorylation (1 h, 3 h, 6 h), and DNA damage (6 h) (Supplementary Fig. 8c). Genes containing cassette exons that responded to stretching at all timepoints in myoblasts and for 6 h in differentiated cells were enriched for DNA damage categories. This suggests that stretching differentiated cells for long periods of time may lead to damage.

### Some genes are responsive to stretching regardless of differentiation context

Myoblasts and differentiated cells experience distinct mechanical environments, but we hypothesized that some genes may be mechanosensitive regardless of differentiation status. To examine this, we overlapped the mechanosensitive genes both at the transcriptional (gene expression) and splicing levels between myoblasts and differentiated cells at each timepoint after stretching. 

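At 1 h, 14318 genes were tested with edgeR's quasi-likelihood test at both stages, of which 169 were called in myoblasts and 42 in differentiated cells. They had 26 genes in common, where 0.500 would be shared by chance (one-sided Fisher's exact test, p = 1.43e-40). At 3 h, 46 of 219 and 206 called genes were common, with 3.17 by chance (p = 8.00e-41, one-sided Fisher's exact test). At 6 h there were 49 common genes among 285 and 206, with 4.11 by chance (p = 4.17e-39, one-sided Fisher's exact test). The common genes changed in the same direction at both stages in 26 of 26, 46 of 46 and 48 of 49 cases. The number at 1 h moved most with the tool, to 57 with DESeq2, and was 40 with the experiment as a covariate and 30 without replicate 4. Among the genes common at 1 h were Cyr61, Dusp1, Fos, Fosb, Ppp1r15a and Sgk1, which rose, and Zfp866, Zfp760, Zfp60, Zfp87, Zfp235, Zfp626 and Zfp658, which fell.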

We found that after 1 h of stretching, myoblasts and differentiated cells shared numerous mechanosensitive genes (57 genes); this overlap decreased as cells were stretched longer (37 genes for 3 h of stretching and 43 genes for 6 h of stretching) (Supplementary Fig. 9a). Overall, there were few genes that were alternatively spliced that overlapped between myoblasts and differentiated cells at any timepoint (12-19 genes). Further examination of the mechanosensitive genes in both myoblasts and differentiated cells after 1 h of stretching revealed that several of them were involved in the MAPK pathway (Supplementary Fig. 9b, *green*). 

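The 12 genes named in Supplementary Fig. 9b were all called in myoblasts at 1 h by edgeR's quasi-likelihood test, 8 upregulated and 4 downregulated, with log2 fold changes from -1.16 (Bmf) to 2.16 (Fos). In differentiated cells, 8 were higher and 4 lower, from -0.88 (Hoxa3) to 2.76 (Fos), and 6 were called. All 12 had a p-value under 0.05 there adjusted over the list alone and 6 over all genes, but the study took this list from these samples, so the former is not independent evidence. The 6 genes not called were Ctgf, Atf3, Bmf, Egr1, Nr4a1 and Stat2. Without replicate 4, 11 of the 12 were called, as with the experiment as a covariate (11), and DESeq2 called 12. The covariate fit takes no stretch effect from replicate 4 either. The kinase gene Sgk1 had a log2 fold change of 1.48 in differentiated cells (standard error 0.202, edgeR adjusted p = 0.0162) and lost its call without any single non-stretched replicate (adjusted p between 0.0521 and 0.0875).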

*Nr4a1, Atf3, Ctgf*, and *Fos* were confirmed to respond to ERK1/2 phosphorylation inhibition indicating that indeed ERK1/2 is involved in regulating their response to stretching (Fig. 3b).

Previous work has demonstrated that splicing changes result in expression of different protein isoforms as opposed to variation in alterations of overall gene expression levels^37–39^. To examine this, we overlapped the mechanosensitive genes at the transcriptional (gene expression) level with the genes changing their alternative splicing patterns in response to stretching at each timepoint (Supplementary Fig. 10). We found that there was a minimal overlap between the mechanosensitive genes with altered transcription and those changing their splicing patterns. Therefore, transcriptional changes and splicing variation due to cell stretching are involved in distinct cellular processes and are independent of each other.

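The genes called here were compared with the genes in which the paper's supplementary tables list a splicing change. In myoblasts, the tables name 86, 127 and 160 such genes at 1 h, 3 h and 6 h, of which 78, 117 and 150 were among the genes tested for expression. Of these, 0, 0 and 4 were also called as upregulated or downregulated, against 0.980, 2.00 and 3.25 by chance. Differentiated cells have 109, 144 and 126 genes in the tables and 100, 139 and 122 tested, with 1, 3 and 1 called against 0.270, 2.27 and 2.49 by chance. None of the 6 comparisons differed from chance (two-sided Fisher's exact test, p between 0.238 and 1, adjusted p 0.684 or 1). With so few genes expected, an overlap smaller than chance could not be told from it. The shared genes of differentiated cells were Clk1 at 1 h, Apobr, Invs and Trps1 at 3 h and Smim1 at 6 h. From the small overlap, the paper concludes that transcriptional and splicing changes are independent of each other.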

### A portion of mechanosensitive genes are SR protein targets

Since longer periods of stretching induced more exon inclusion in differentiated cells we hypothesized that changes in expression, translation, or the activity of specific splicing factors might be involved in the promotion of exon inclusion. To evaluate this, we determined the effect of stretching differentiated muscle cells on the mRNA expression levels of RBPs using our RNA-seq data. Globally, we observed that the group of RBPs exhibiting more pronounced changes were the serine and arginine-rich (SR) proteins. 

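The size of the mRNA changes was compared between 10 SR protein genes and the 14 other RNA-binding protein genes of Fig. 6a in differentiated cells. Srsf8 and Srsf12 were not among the genes tested. The median absolute log2 fold change of the SR genes was 0.04 at 1 h, 0.10 at 3 h and 0.24 at 6 h, that of the other genes 0.07, 0.07 and 0.17. These medians differed by -0.03, 0.03 and 0.07, and in no case beyond the spread between genes (two-sided permutation test over genes, p = 0.472, 0.782 and 0.284). Among 10000 random lists matched on expression, the SR genes were at the 54.4th, 86.0th and 100th percentile and the other genes at the 97.9th, 48.5th and 99.8th. Leaving out non-stretched replicate 9 moved the difference at 6 h most, to 0.124 (p = 0.0476, two-sided permutation test). It was 0.122 (permutation p = 0.0171, two-sided) against all Hnrnp, Celf, Mbnl, Ptbp, Qk and Rbfox genes tested. At 1 h the sign of the difference depended on single libraries, with 0.020 without replicate 4, 0.019 without stretched replicate 7 and 0.008 without non-stretched replicate 10.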

In Eukaryotes, there are 12 SR proteins (named SRSF1 to SRSF12) that regulate alternative splicing and gene expression^40^. These proteins have numerous functions in the cell but are most notably involved in the splicing reaction^41,42^.

In our studies, we observed that SRSF2, SRSF5, and SRSF6 exhibited strong mRNA changes after stretching (Fig. 6a). In contrast, other RBPs widely expressed in muscle cells such as the CUGBP Elav-like family member (CELF) proteins, muscleblind like splicing regulator (MBNL) proteins, heterogeneous nuclear ribonucleoparticles (HNRNP) proteins, polypyrimidine tract binding protein 1 (PTBP1), quaking (QKI), and RNA binding fox-1 homolog 2 (RBFOX2) responded minimally if at all to cell stretching (Fig. 6a).

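Srsf2 (chromosome 11 of mm10, 116849901 to 116853094) rose in differentiated cells at 3 h from 166 ± 11.5 to 228 ± 20.7 CPM (SD, n = 4), a log2 fold change of 0.46 (standard error 0.0670, edgeR adjusted p = 0.00116). At 6 h it rose from 154 ± 14.3 to 190 ± 13.6 CPM (log2 fold change 0.31, edgeR adjusted p = 0.00932), and at 1 h it did not change past the replicate error (0.05, adjusted p = 0.940). Srsf5 (chromosome 12, 80945504 to 80950507), of whose 31-base stretches 14.1% occur in other genes, rose at 3 h from 171 ± 27.0 to 248 ± 16.5 CPM (log2 fold change 0.55, standard error 0.0970, edgeR adjusted p = 0.00303). It passed the limit of 0.58 only without non-stretched replicate 9 (0.635) or 10 (0.585) or stretched replicate 8 (0.589). At 6 h, it fell from 144 ± 20.4 to 90.8 ± 21.0 CPM (log2 fold change -0.66, standard error 0.146, edgeR adjusted p = 0.0102), a call that was lost without non-stretched replicate 9 (-0.55) or stretched replicate 7 (-0.54). Srsf6 (chromosome 2, 162931528 to 162937121) changed little at 1 h (log2 fold change 0.16, edgeR adjusted p = 0.452) and 6 h (0.00, adjusted p = 0.987).

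**Figure D4:**
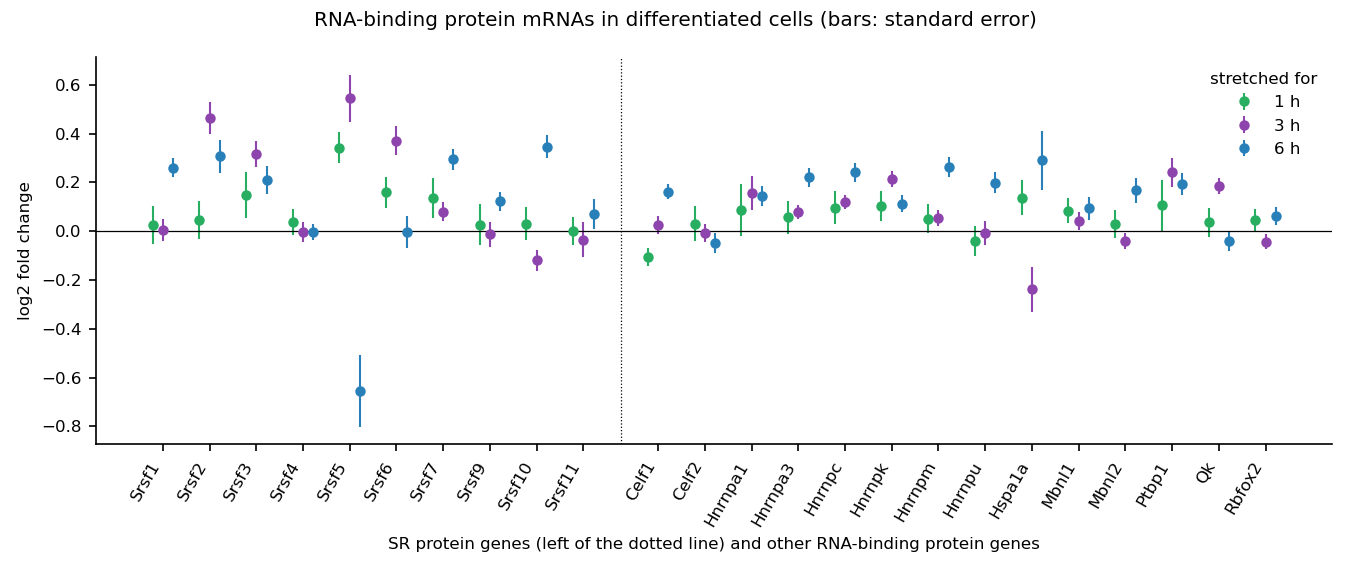
Log2 fold change (stretched against non-stretched) of 10 SR protein genes, left of the dotted line, and 14 other RNA-binding protein genes in differentiated cells after 1 h, 3 h and 6 h, with bars for the standard error. Srsf5 spans the widest range, from 0.55 at 3 h to -0.66 at 6 h. The other RNA-binding protein genes lie between -0.24 and 0.29, with the heat shock gene Hspa1a at both ends.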

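None of the 14 other RNA-binding protein genes of Fig. 6a was called in differentiated cells at any time by edgeR's quasi-likelihood test, since no change reached the fold-change limit. By adjusted p-value alone, 0 of them were under 0.05 at 1 h, 4 at 3 h and 9 at 6 h, over all genes as well as adjusted over the list alone. At 1 h, 12 were higher and 2 lower, and over all genes 1386 had an unadjusted p-value under 0.05. Of the SR genes, 1, 4 and 7 of 10 had an adjusted p-value under 0.05 at these times. The largest changes among the 14 were those of Hspa1a, at -0.24 at 3 h and 0.29 at 6 h, and of Ptbp1 (chromosome 10 of mm10, 79854427 to 79864771), at 0.24 at 3 h (edgeR adjusted p = 0.0146). Hspa1a is a heat shock gene that is also in the heat shock list, and 65.4% of its 31-base stretches occur in other genes.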

**Fig. 6:**
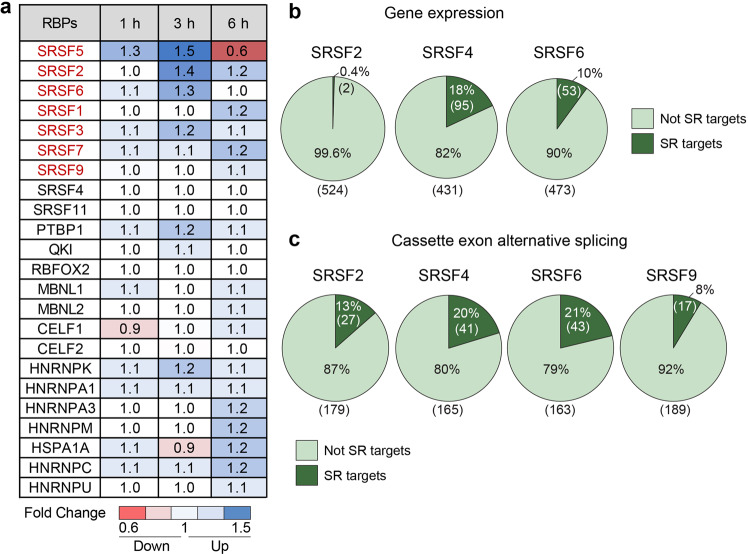
A portion of the genes that are mechanosensitive are targets of the SR proteins. **a** Gene expression changes of various RNA-binding proteins (RBPs) upon cell stretching of differentiated cells. The fold change was defined as the ratio between stretched and non-stretched samples. Values above 1 indicate upregulated genes and values below 1 indicate downregulated genes. **b** Pie charts exhibiting the overlap between genes that respond to SR protein overexpression at the transcriptional level^43^ and genes that respond to cell stretching. The numbers between parentheses indicate the number of genes. **c** Pie charts showing the overlap between genes with alternative cassette exons that respond to SR protein overexpression^43^ and genes with alternative cassette exons that respond to cell stretching (splicing level). The numbers between parentheses indicate the number of genes.

SR proteins are activated by phosphorylation^40^ and SR protein phosphorylation could likely contribute to mechanotransduction; however, to our knowledge, no studies have tested this hypothesis. We thus investigated whether any of the genes that responded to stretching (transcriptionally or at the splicing level) were known targets of the SR family proteins. To examine this, we used a previous RNA-seq study that identified the genes and splicing events responsive to overexpression of SRSF2, SRSF4, SRSF6 or SRSF9 in MCF-10A cells^43^. We determined the overlap between the genes that responded to SR protein overexpression (at the transcriptional and splicing levels) and those that were mechanosensitive in our differentiated muscle cells (all time points). Approximately 18% of the genes that responded to stretching overlapped with the genes that responded to SRSF4 overexpression while the percentages were lower for other SR proteins (Fig. 6b). Interestingly, 20% and 21% of stretch-responsive genes at the splicing levels (cassette exons) overlapped with those that responded to SRSF4 or SRSF6 overexpression, respectively (Fig. 6c). Overall, this suggests that stretching cells induces both transcriptional and posttranscriptional changes that may be regulated by SRSF4 in our system.

### SRSF4 is a mechanosensitive RBP

Activation of SR proteins occurs by phosphorylation, thus, we hypothesized that stretching may induce phosphorylation changes in the SR proteins. We explored some of the SR proteins and investigated their phosphorylation status in differentiated muscle cells. As we described above, splicing changes that responded to 6 h of stretching occurred in genes encoding proteins involved in the DNA damage response (Supplementary Fig. 8c) which suggests that longer periods of stretching could induce a stress response and may be too long of a stimulus for our cells. Further, *Ctgf* and *Cyr61* did not exhibit significant upregulation after 6 h in differentiated cells indicating that the cells became adapted to the stretch stimulus. Thus, we opted to analyze only the 1 h and 3 h timepoints.

We evaluated total protein levels of some SR proteins and their degree of phosphorylation by western blotting. 

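Srsf4 lies on chromosome 4 of mm10 from 131873617 to 131901706. Its mRNA was at 56.3 ± 2.74 CPM in stretched and 55.1 ± 3.35 CPM in non-stretched differentiated cells at 1 h (SD, n = 4), a log2 fold change of 0.04 (edgeR adjusted p = 0.932). The values at 3 h were 53.5 ± 2.22 and 53.8 ± 2.17 CPM (log2 fold change 0.00, standard error 0.0404, edgeR adjusted p = 0.973), and at 6 h the log2 fold change was 0.00 (edgeR adjusted p = 0.964).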

Interestingly, we did observe differences in the levels of phosphorylated SRSF4 between stretched and non-stretched cells (Fig. 7a) even though *Srsf4* mRNA expression did not respond to stretching (Fig. 6a). After 1 h of stretching, SRSF4 total protein was slightly upregulated, but its phosphorylation level was significantly decreased (Fig. 7a). SRSF4 total protein was slightly upregulated in response to 3 h of stretching and this was accompanied by a corresponding increase in its phosphorylation (Fig. 7a). 

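The Srsf5 mRNA of differentiated cells was also higher after 1 h of stretching, at 242 ± 8.07 against 191 ± 16.3 CPM (SD, n = 4), with a log2 fold change of 0.34 (standard error 0.0626, edgeR adjusted p = 0.0450). Without any single library, its adjusted p was between 0.0515 and 0.151. The direction was reversed by 6 h, with a difference between 6 h and 1 h of -1.00 (interaction term, standard error 0.178, edgeR adjusted p = 0.00318).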

We observed no change in SRSF5 total protein or phosphorylation after stretching (Fig. 7b) even though stretching induced alteration in its mRNA levels. 

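At 3 h, Srsf6 mRNA was at 246 ± 13.6 CPM in stretched and 191 ± 15.7 CPM in non-stretched differentiated cells (SD, n = 4). Its log2 fold change was 0.37 (standard error 0.0592, edgeR adjusted p = 0.00184) and stayed between 0.33 and 0.41 with each library left out, below the limit of 0.58 for a call.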

*Srsf6* mRNA expression and SRSF6 total protein were slightly upregulated after 3 h of stretching and this was accompanied by a significant increase in its phosphorylation levels (Fig. 7c).

**Fig. 7:**
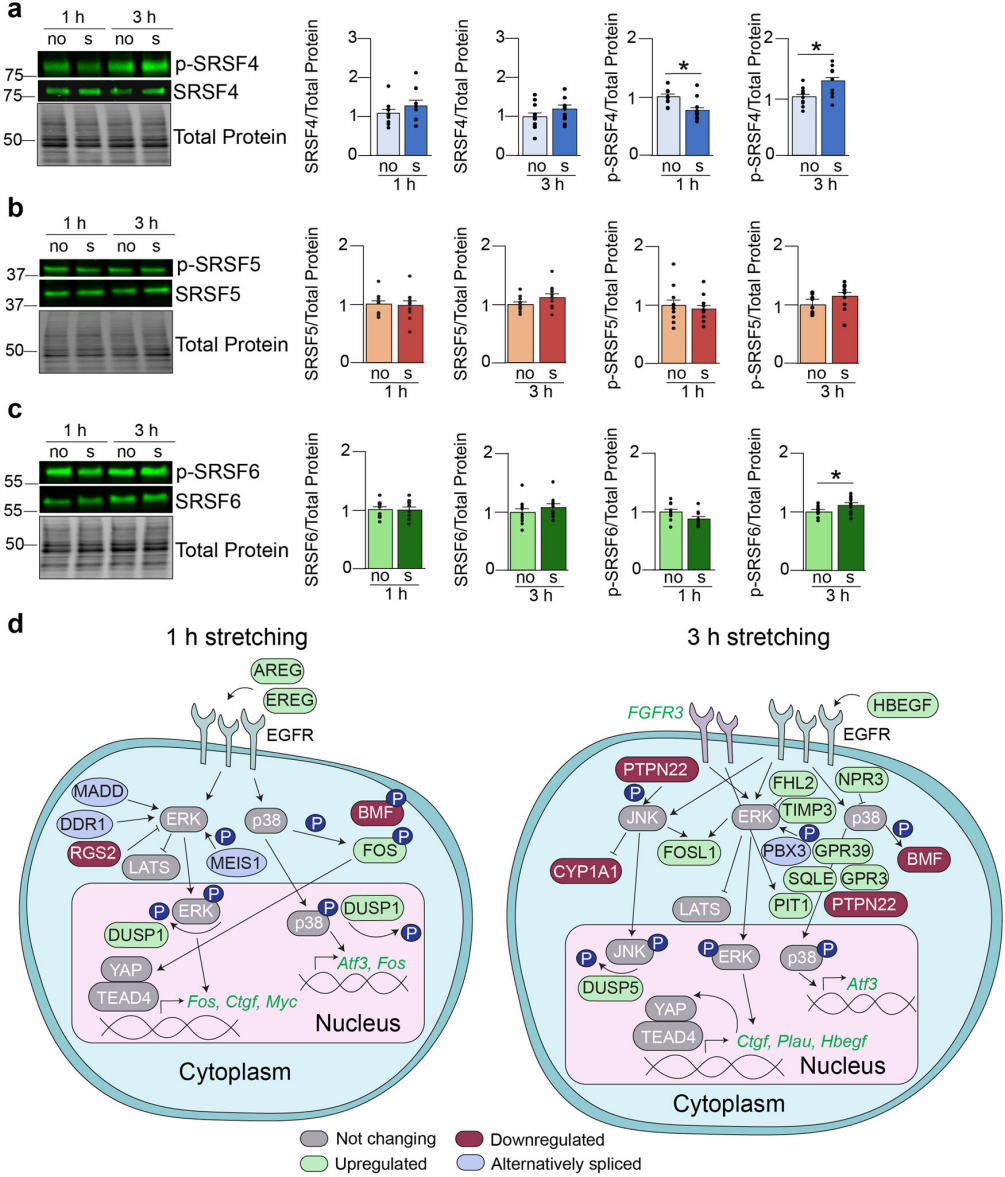
SRSF4 is a mechanosensitive RBP. Differentiated muscle cells were stretched for 1 h or 3 h and western blot assays were performed and quantified by densitometry to examine total and phosphorylated levels of SRSF4 (**a**), SRSF5 (**b**), and SRSF6 (**c**). no: non-stretched samples. s: stretched samples. **d** Some overlapping genes and splicing events from the SRSF4 pie charts shown in Fig. 6c were depicted in cartoons for 1 h and 3 h stretching time points showing how mechanosensitive targets and those regulated by SRSF4 might play a role in the MAPK signaling cascade. ATF3 activating transcription factor 3, AREG amphiregulin, BMF Bcl2 modifying factor, CYR61 cysteine-rich angiogenic inducer 61, CYP1A1 cytochrome p450 family 1 subfamily A member 1, CTGF connective tissue growth factor, DDR1 discoidin domain receptor tyrosine kinase 1, DUSP1 dual specificity phosphatase 1, DUSP5 dual specificity phosphatase 5, EGFR epidermal growth factor receptor, ERK extracellular signal-regulated kinase, EREG epiregulin, FGFR3 fibroblast growth factor receptor 3, FHL2 four and a half LIM domains 2, FOS Fos proto-oncogene AP-1 transcription factor subunit, FOSL1 FOS like 1 AP-1 transcription factor subunit, GPR3 G-protein coupled receptor 3, GPR39 G-protein coupled receptor 39, HBEGF heparin binding EGF like growth factor, LATS large tumor suppressor kinase 1, JNK c-Jun N-terminal kinase, MADD MAP kinase activating death domain, MEIS meis homeobox 1, MYC MYC proto-oncogene, NPR3 natriuretic peptide receptor 3, PBX3 PBX homeobox 3, PIT1 pituitary transcript factor 1, PLAU plasminogen activator urokinase, PTPN22 protein tyrosine phosphatase non-receptor type 22, P38 p38 mitogen-activated protein kinase, RGS2 regulator of G-protein signaling 2, SQLE squalene epoxidase, TEAD4 TEA-domain transcription factor 4, TIMP3 TIMP metallopeptidase inhibitor 3, YAP yes-associated protein. Results are shown as mean ± SEM, *N* = 4 (**a**), *N* = 4 (**b**), *N* = 4 (**c**) *p < 0.05, Welch’s *T*-test.

Thus, SRSF4 phosphorylation appears to be mechanosensitive after 1 h of stretching whereas a longer stretching period (3 h) led to an increase in SRSF4 total protein with a concomitant increase in its phosphorylation. We were interested in determining the potential transcriptional and posttranscriptional programs that SRSF4 controlled when cells were stretched. To examine this, we analyzed the overlapped genes and splicing events that responded to SRSF4 overexpression^43^ and cell stretching (1 h and 3 h) (Fig. 7d). We observed that several of those overlapping genes encode proteins that are connected to the MAPK signaling cascade (Fig. 7d). This evidence led us to propose that in muscle cells SRSF4 might act as a mechanosensitive RBP that helps control transcriptional and posttranscriptional programs in response to stretch through the MAPK pathway.

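The genes drawn in Fig. 7d were looked up in the differentiated cells. Of the 7 genes drawn as upregulated at 1 h, all were higher, from 0.96 (Dusp1) to 2.76 (Fos) on the log2 scale, and 2 were called by edgeR's quasi-likelihood test, against 6 without replicate 4, 6 with the experiment as a covariate and 7 with DESeq2. Like the fit without replicate 4, the covariate fit takes no stretch effect from it. Rgs2 (log2 fold change -0.86, edgeR adjusted p = 0.0831) and Bmf (-0.77, adjusted p = 0.0542) were lower at 1 h but not called, except with the covariate, among others (edgeR adjusted p = 0.0183 and 0.00138). At 3 h, all 13 genes drawn as upregulated were higher, from 0.49 (Fgfr3) to 1.01 (Ctgf), with a median of 0.73, and 12 of them were called, all but Fgfr3. Of these calls, that of Sqle (log2 fold change 0.61, edgeR adjusted p = 2.40e-04) was lost without non-stretched replicate 7 (0.57) or stretched replicate 10 (0.57), and that of Atf3 (0.62, adjusted p = 0.00160) without non-stretched replicate 10 (0.579) or stretched replicate 9 (0.534) and in the fit of all 24 libraries of the stage (adjusted p = 0.105). The 3 genes drawn as downregulated were all called. Adjusted over the lists alone, 7, 2, 13 and 3 genes had a p-value under 0.05, against 2, 0, 13 and 3 over all genes; the study drew them from these samples, so the former is not independent evidence. Cyp1a1 (chromosome 9 of mm10, 57687928 to 57703824) had the largest fall, from 2.61 ± 2.25 to 0.238 ± 0.187 CPM (SD, n = 4), a log2 fold change of -3.39 (standard error 0.776, edgeR adjusted p = 0.0109). The fall was -5.61 in the experiment of replicates 7 and 8 and -0.87 in that of replicates 9 and 10, where the non-stretched libraries had 50.0 counts on average against 259.5.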

## Discussion

### Muscle cell differentiation and mechanical stretching

Various groups have stretched muscle cells for varying stretching amplitudes and diverse time intervals reviewed in^25^. Those studies have presented conflicting conclusions with some stating that stretching induces muscle cell proliferation and others proposing that stretching promotes muscle cell differentiation^25^. We observed both upregulation and downregulation of specific differentiation transcription factors in myoblasts. Myogenin is a key driver of myogenesis and was downregulated after stretching. 

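In myoblasts, Myog mRNA was at 0.654 ± 0.237 CPM in stretched and 1.58 ± 0.719 CPM in non-stretched cells at 1 h (SD, n = 4). The log2 fold change was -1.25 (standard error 0.331), with an edgeR adjusted p of 0.0501 just above the threshold. Over the alternatives it ranged from 0.00292 to 0.142, and Myog was called, among others, with DESeq2 (0.00301), with the experiment as a covariate (0.00750) and without non-stretched replicate 7 (0.0279) or 8 (0.0380). At 3 h, it fell from 2.39 ± 0.923 to 1.35 ± 0.0729 CPM (log2 fold change -0.82, standard error 0.234, edgeR adjusted p = 0.0167). This call was lost without non-stretched replicate 9 (edgeR adjusted p = 0.0507) or 10 (0.0656). At 6 h, the log2 fold change was -0.54 (standard error 0.171, edgeR adjusted p = 0.0356), below the limit for a call except without non-stretched replicate 9 (-0.59) or 10 (-0.64). The difference between the changes at 6 h and 1 h was 0.71 and did not pass the threshold (interaction term, edgeR adjusted p = 0.268).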

The FOS proto-oncogene is a negative regulator of myogenin and was strongly upregulated after 1 h of cell stretching. This upregulation suggests that FOS downregulates myogenin expression to prevent muscle cell differentiation. Conversely, the transcription factor early growth response 1 (EGR1) is a positive regulator of myogenin^44^ and *Egr1* mRNA was upregulated after stretching in our study. 

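Fos (chromosome 12 of mm10, 85473890 to 85477273) rose in myoblasts at 1 h from 1.50 ± 0.132 to 6.66 ± 0.868 CPM (SD, n = 4), a log2 fold change of 2.16 (standard error 0.109, edgeR adjusted p = 1.51e-06) that stayed between 2.08 and 2.21 with each library left out. No change past the threshold was found at 3 h (-0.25, edgeR adjusted p = 0.100) or 6 h (0.05, adjusted p = 0.819). In differentiated cells at 1 h, Fos rose from 5.87 ± 0.664 to 39.6 ± 31.5 CPM (log2 fold change 2.76, standard error 0.453, edgeR adjusted p = 0.0302), and by 2.04 without replicate 4. This call was lost without any single non-stretched replicate (adjusted p between 0.0935 and 0.124) or without stretched replicate 8 (0.0590). From the rise of Fos in myoblasts, the paper proposes that FOS lowers myogenin expression and so prevents differentiation.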

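Egr1 (chromosome 18 of mm10, 34859823 to 34864984) rose in myoblasts at 1 h from 111 ± 3.01 to 292 ± 9.28 CPM (SD, n = 4), a log2 fold change of 1.40 (standard error 0.0346, edgeR adjusted p = 2.09e-09). It was lower in stretched myoblasts at 3 h, at 80.1 ± 5.99 against 124 ± 8.90 CPM (log2 fold change -0.63, edgeR adjusted p = 4.75e-06). At 6 h the log2 fold change was -0.54 (edgeR adjusted p = 1.84e-04), which is short of a call, and -0.60 without stretched replicate 8. In differentiated cells at 1 h, Egr1 was at 521 ± 281 against 208 ± 7.18 CPM, a log2 fold change of 1.33 (standard error 0.280) that was not called (edgeR adjusted p = 0.0761). It was called with a log2 fold change of 0.88 without replicate 4 (edgeR adjusted p = 7.14e-06) and of 0.87 with the experiment as a covariate (7.43e-07), neither of which takes a stretch effect from replicate 4. The adjusted p of Egr1 ranged from 7.43e-07 to 0.246 over the alternatives.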

Since *Egr1* mRNA is upregulated upon stretching without a corresponding increase in myogenin expression, this suggests that FOS downregulates myogenin expression to prevent myoblast differentiation in response to cell stretching.

Previous studies have established heterogeneity of myoblast cells which has been hypothesized to contribute to their varying responses to mechanical stimulus^25,45^. Our data are consistent with this hypothesis since we observed changes in both proliferation- and differentiation-promoting transcription factors which indicates that the heterogenous myoblasts may generate a complex response to mechanical stretch. When skeletal muscles undergo a mechanical stimulus regeneration occurs more effectively by activation of the satellite cells^46^. Thus, the fact that cell heterogeneity affects the ability of myoblasts to respond to stretching could have implications on the capacity of muscle tissue to regenerate^47^.

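In differentiated cells at 1 h, 17 of 20 tested muscle differentiation genes were lower and 3 higher in the stretched cells, with a median log2 fold change of -0.04 (limma camera adjusted p = 0.154). The changes ran from -0.54 (Myf6) to 0.03 (Heyl), and 0 of the 20 had an edgeR adjusted p-value under 0.05, over all genes or adjusted over the list alone. The list passed the threshold, as lower, with the experiment as a covariate (limma camera adjusted p = 0.0113) and without non-stretched replicate 9 (0.0351) or stretched replicate 8 (0.0217). At 3 h, 11 genes were higher and 9 lower, with a median of 0.00 (limma camera adjusted p = 0.611), and 0 were called. The list came from known functions and not from the paper's enrichment, so it may not hold the genes the paper means. At 6 h, 4 were higher and 16 lower (median -0.08, limma camera adjusted p = 0.234).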

Short-term stretching of differentiated cells induced the upregulation of muscle differentiation genes and some proliferation-associated genes. Proteins involved in cellular proliferation and differentiation often overlap because there is a delicate balance of transcriptional programs during myogenesis that drives cells to either proliferate or differentiate^48^. Interestingly, at each stretching time point differentiated cells exhibited mRNA changes in distinct groups of functionally related genes as opposed to increased time under stretch driving a larger magnitude of change. This indicates that muscle cells undergo genetic reprogramming as they become adapted to mechanical stimulus. This is consistent with previous studies where repeated stretch exposure of skeletal muscle fibers alters fiber type by changing gene expression programs as an adaptive mechanism in response to mechanical stimuli^49^. 

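Of the genes tested at all time points, 42 were called at 1 h, 239 at 3 h and 302 at 6 h in differentiated cells with edgeR's quasi-likelihood test. The calls at 1 h and 3 h had 2 genes in common, both changed in the same direction, and those at 1 h and 6 h had 2, both changed in opposite directions. Common to 3 h and 6 h were 26 genes, 23 of them in the same direction. In myoblasts, with 180, 240 and 295 calls, 21 genes were common to 1 h and 3 h (18 in the same direction), 8 to 1 h and 6 h (5) and 19 to 3 h and 6 h (14).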

Adaptation of muscle cells to stretching occurs via various signaling pathways^50^ which might explain in part why there are more unique gene expression changes after 1 h of stretching in differentiated cells compared to 3 h and 6 h of stretching which overall share more similar transcriptional transitions.

We chose to not directly compare myoblasts to differentiated cells because of their unique mechanical contexts, however, it was interesting that some mechanosensitive genes overlapped between the individual timepoints in both myoblasts and differentiated cells. This suggests that some mechanosensitive genes at the transcriptional and splicing level respond similarly to mechanical force regardless of differentiation status and could be strong candidates for future experiments investigating mechanotransduction in skeletal muscle.

### Stretching activates the MAPK pathway

Although the MAPK pathway is known to be mechanosensitive in mouse and rat systems^29–31^, the molecular mechanisms governing this activation and its functional implications are still unclear. We observed that several of the upregulated genes after stretching were downstream targets of the MAPK cascade and others were upstream activators of MAPK indicating a potential positive feedback loop to promote consistent activation of the pathway. Further, some of the mechanosensitive genes after 1 h of stretching (myoblasts and differentiated cells) are activated by the MAPK pathway. *Fos* is an early response gene that is highly upregulated in response to exercise and involved in a wide variety of cellular processes including transcription^51^. *Ctgf* is another exercise early response gene and CTGF is recruited to muscle fibers likely to promote remodeling of matrix proteins^27^. The strong activation of these two genes after 1 h of stretching in both myoblasts and differentiated cells suggests a role of the MAPK pathway in regulating the stretch response through transcriptional programs. Interestingly, several MAPK targets exhibited an ablated response to cell stretching when ERK1/2 phosphorylation was inhibited indicating that MAPK is indeed involved in transcriptional modulation.

Previous studies have hypothesized that MAPK signaling interfacing with other splicing factors is the key to understanding how alternative splicing responds to mechanical forces^29^, but this has not been proven. A recent study conducted in *C. elegans* demonstrated that loss of the splicing factor MBNL1 resulted in decreased activity of MAPK which affected downstream splicing and gene expression programs^52^. In our study, the activation of ERK1/2 upon stretching and the subsequent effects on transcriptional targets suggests that the MAPK pathway could be interfacing with other splicing factors to cause those changes.

### Exon inclusion after cell stretching and potential roles for SR proteins

Stretching cells for 1 h as well as 3 h led to an increase in the total number of splicing events in differentiated muscle cells as well as a shift to more exon inclusion over exclusion. SR proteins are well-known promoters of exon inclusion^53,54^. Our RNA-seq studies revealed that mRNA expression levels of the SR proteins respond to stretch more than other RBP families. Once phosphorylated, SR proteins regulate a wide variety of cellular processes including splicing activation, splicing repression, transcription, translation, and mRNA export^40^. The mechanosensitive cassette exons that we found are present in genes that encode proteins involved in transcription and phosphorylation which are two of the main functions of the SR proteins. This lends credence to the idea that splicing events responding to stretch could be involved in similar functions as SR proteins and be regulated by them.

### SRSF4 is a mechanosensitive RBP

Our data suggests that SRSF4 is a mechanosensitive RBP since stretching alters its phosphorylation levels which could in turn influence downstream transcriptional and posttranscriptional targets. Indeed, there was a strong overlap between the genes that respond to stretching (transcriptionally and at the splicing level, our study) with those that are known SRSF4 targets^43^. Since skeletal muscle cells must integrate mechanical signals, the phosphorylation changes of SRSF4 upon stretching affirms the idea that it is possible to have an SR protein-modification code that responds to mechanical forces and impacts mechanotransduction^40^.

Players of the MAPK pathway interact with kinases upstream of some SR proteins and their targets^42,55,56^. Interestingly, several of the genes and splicing events that responded to SRSF4 overexpression and cell stretching are within the MAPK pathway. This suggests a role of SRSF4 interfacing with the MAPK pathway through mechanical stretch-induced alteration of its transcriptional and posttranscriptional targets.

### Physiological implications for health and disease

Alternative splicing programs are misregulated in a wide variety of muscular diseases^57–59^. Numerous studies have linked splicing alterations to specific features and physiological defects of skeletal muscle diseases and have identified the responsible RBPs^3,4,57,59^. Mechanosensitive tissues such as muscle and heart exhibit high levels of alternative splicing during development^2,14^. Thus, it is important to understand how mechanotransduction impacts alternative splicing regulation to provide more therapeutic options for striated muscle diseases. Muscle stretching experiments in mice and humans often exhibit heterogeneity making it difficult to parse the molecular mechanisms of stretching^60,61^. Thus, while studies of muscle cells grown in a dish cannot be extrapolated to muscle tissue, there is still much value in examining the fundamental, molecular mechanisms of muscle cells to clearly inform targets for future study in tissue.

SRSF4 plays a role in breast cancers and regulates splicing of some mechanosensitive proteins in striated muscle^43,62,63^. In 8% of breast cancers, SRSF4 is mutated resulting in missplicing of important cancer transformation genes^43^. Furthermore, overexpression of SRSF4 in MCF-10A acinar structures misregulated downstream gene expression and splicing programs establishing SRSF4 as an important regulator^43^. Moreover, depletion of SRSF4 in HeLa cells caused a significant increase in the inclusion of exon 7 of the survival of motor neuron 2 (SMN2) pre-mRNA^62^. This is important because improving SMN2 exon 7 inclusion is a goal of therapeutic strategies to treat patients with spinal muscular atrophy, which is caused by defects in the *SMN1* gene resulting in SMN protein deficiency. SMN2 is almost identical to SMN1 but cannot compensate for SMN1 loss when exon 7 is skipped because a dysfunctional truncated SMN2 protein is produced.

In heart, SRSF4 promoted exon inclusion of the mechanosensitive cardiac troponin T gene^63^. Knockout of SRSF4 in mouse hearts led to ventricular hypertrophy and larger cardiomyocyte area along with alterations in glucocorticoid signaling^64^. In differentiated muscle cells, we observed that mechanosensitive genes after 3 h and 6 h of stretching encode proteins involved in steroid metabolism which is interesting considering the role of SRSF4 in steroid signaling in heart^64^. Further, mouse hearts lacking SRSF4 did not exhibit extensive splicing changes, but displayed increased SRSF6 protein in the myocardium suggesting that these two SR proteins may regulate similar targets in cardiac tissue^64^. Our study demonstrated an overlap between genes undergoing posttranscriptional transitions after stretching with the targets of SRSF4 or SRSF6 overexpression which suggests that these two RBPs may regulate similar splicing events. In addition, we observed a significant increase in phosphorylated SRSF6 after 3 h of cell stretching similar to the increase in phosphorylated SRSF4. Overall, these studies and our data support a potentially important role of SRSF4 in the regulation of expression and splicing of specific genes, some of which are mechanosensitive.

Muscular diseases result in radical alterations of both splicing and physical properties of muscle cells. There are still numerous muscular pathologies with unknown causes. To the best of our knowledge, this is the first study that investigated the global transcriptional and posttranscriptional changes due to mechanical stretching with an unbiased RNA-seq approach in skeletal muscle cells. We discovered that SRSF4 phosphorylation is mechanosensitive and no other RBPs have been described to respond to stretching in skeletal muscle cells. SRSF4 may play a role in the molecular crosstalk between mechanotransduction and alternative splicing networks in muscle by interacting with the MAPK signaling pathway. This could be an important step to understanding the connection between the simultaneous molecular and mechanical alterations that occur in muscular diseases. SRSF4 will be an attractive target to study in the future because of its already established impact on transcriptional and posttranscriptional regulation and potential new role in mechanotransduction through the MAPK cascade.

## Method

### Cell culture

C2C12 mouse myoblast cells were purchased from ATCC (CRL-1722) and verified to be negative for mycoplasma. Cells were authenticated by profiling known myogenic markers in myoblasts and differentiated cells by real time PCR (qPCR). Myoblasts were cultured at 37 °C under 5% CO_2_ in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 2 mM glutamine, 100 units/mL penicillin, and 100 µg/mL streptomycin. Cells were maintained at low confluency (30–40%). To induce differentiation, cells at 90% confluency were washed with phosphate buffered saline (PBS) and cultured in DMEM supplemented with 2% horse serum, 2 mM glutamine, 100 units/mL penicillin, and 100 µg/mL streptomycin.

### Cell stretching

C2C12 myoblast cells were plated in BioFlex Collagen 1 six well plates (Flexcell International, BF-3001 C) (50,000 cells per well for myoblasts’ studies and 200,000 cells per well for differentiated cells’ studies) in DMEM supplemented with 10% FBS, 100 units/mL penicillin, 100 µg/mL streptomycin, and 2 mM glutamine. The non-stretched cells were also plated on BioFlex Collagen 1 six well plates and subjected to exactly the same culturing conditions as the stretched cells except the period of stretching. Cells were either differentiated for four days and then stretched using a FX-6000T Tension system (Flexcell International) for 1 h, 3 h, or 6 h (differentiated cells) or stretched for 1 h, 3 h, or 6 h two days following plating (myoblasts). The stretching protocol was as follows: ½ sine, 16% equibiaxial stretch, DC = 50%, and FREQ = 1 Hz. According to the Flexcell technical reports, 16% percent of stretch equates to 0.16 strain and −69.5 pressure (kPa). Both stretched and non-stretched cells were washed with PBS before RNA extraction or preparation of protein lysates.

### RNA extraction

For RNA-seq experiments, cells were washed with PBS and RNA was extracted using a RNeasy Mini Kit from Qiagen (#74104) including a DNase step (Qiagen, #79254) according to manufacturer’s protocols. For the other experiments, cells were washed with PBS and TRIzol reagent was used to extract total RNA according to the manufacturer’s protocol.

### RNA-seq

RNA samples analyzed by RNA-seq passed the following quality parameters: DV_200_ > 95, r28S:18 S > 2.8 and RNA integrated number (RIN) > 8.4. Kapa mRNA stranded method was used for library preparation. All samples were pooled, and the library was first run on an Illumina MiSeq Nano to verify sequencing quality. After quality verification, the library was run on one flow cell over four lanes on a NovaSeq 6000S4 sequencer in a paired end 2 × 100 cycle run at the High Throughput Sequencing Core at The University of North Carolina at Chapel Hill.

### Bioinformatics

Samples were processed using the UNC-CH jUNCtion program which aligned samples to the Ensembl mm10 genome and Ensembl mm10 transcriptome using STAR^65^ and quantified expression for downstream analysis using the Salmon program^66^. Mapping rates are detailed in Supplementary Data 1. Gene expression was calculated using DESeq2^67^. Genes were considered differentially expressed if the Benjamini-Hochberg adjusted *p*-value p_adjusted_ < 0.05 and |log_2_FoldChange | ≥0.58 (fold change >1.50 for upregulated genes, or fold change <−1.50 for downregulated genes). Significant changes in gene expression for myoblasts are in Supplementary Data 2 and for differentiated cells are in Supplementary Data 3. To determine differential alternative splicing in response to stretching, reads were aligned to the Gencode mm10 genome and Gencode vM20 transcriptome that contained reference chromosomes, scaffolds, assembly patches, and haplotypes. Differential splicing was determined using MISO and datasets were created that contained the MISO summary counts of all samples at each timepoint^35^. Those datasets were then used to compare the stretched samples to the non-stretched controls at each timepoint. Events were filtered by total read depth ≥15 and either inclusion reads ≥5 or exclusion reads ≥5. After filtering, events were considered alternatively spliced if |ΔPSI| (|PSI_stretch_–PSI_no stretch_|) >10 and the Wilcox *p*-value (stretch *versus* no stretch) ≤0.05. Significant changes in alternative splicing for myoblasts are in Supplementary Data 4 and those for differentiated cells are in Supplementary Data 5. In the excel files the ΔPSI values are shown in a scale from 0 to 1 (for inclusion) or 0 to −1 (for exclusion).

### GO

GO enrichment analysis was performed on genes that changed their mRNA levels or alternative splicing patterns in response to cell stretching using Database for Annotation, Visualization, and Integrated Discovery (DAVID)^68,69^. The differentially expressed genes as defined from the previous section were utilized for GO. The −log10 adjusted *p-*value for GO analysis of genes changing upon stretching was calculated from the Benjamini-Hochberg adjusted *p*-value outputted from DAVID. GO analysis with adjusted *p-*value of 0.25 is a well-accepted threshold for hypothesis generation for GO^70^. The −log10 *p-*value for pathway analysis of genes changing upon stretching was calculated from the *p-*value that was outputted from DAVID. The genes (in which the differentially spliced exons resided) as defined from the previous section were utilized for GO. The −log10 ranked *p-*value from the GO analysis of genes changing at the splicing level (cassette exons) was calculated from the ranked *p*-values outputted from DAVID.

### cDNA synthesis for qPCRs and RT-PCRs

The High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, #4368813) was used to reverse transcribe RNA into cDNA with nuclease free H_2_O and RNase inhibitor (Applied Biosystems, N8080119). The following program was used for cDNA synthesis: (i) 25 °C for 10 min, (ii) 37 °C for 120 min, (iii) 85 °C for 5 min, (iv) 4 °C pause.

### Alternative splicing assays

PCR assays were performed using the GoTaq green master mix (Promega, M7123) and mouse primers (0.5 µM) that targeted constitutive exons flanking the alternatively spliced regions (Supplementary Data 6). The following amplification conditions were used: (i) 95 °C for 1 min 15 s, (ii) 28 cycles of 95 °C for 45 s, 57 °C for 45 s, 72 °C for 1 min, (iii) 72 °C for 10 min, (iv) 4 °C pause. The PCR products were separated by electrophoresis using a 6% polyacrylamide gel in TBE buffer (89 mM Tris, 89 mM boric acid, 2.5 mM EDTA, pH 8.3) for 4 h at 140 V. The gels were stained for 10 min in an aqueous solution of 0.4 μg/mL ethidium bromide and visualized using the ChemiDocTM XRS + imaging system (BioRad). Splicing gels were quantified by densitometry using the Image LabTM 6.0.1 software (BioRad).

### qPCR

25–100 ng of cDNA was utilized to perform a 20 µL qPCR reaction using the Applied Biosystems TaqMan Fast Advanced Master Mix (Thermo Fisher Scientific, #4444557). A QuantStudio 7 machine was used with the following protocol: (1) 50 °C for 2 min; (2) 95 °C for 20 s; (3) 95 °C for 1 s; (4) 60 °C for 20 s. The cycle threshold values for myoblast and differentiated cells qPCR validation (Supplementary Table 1) were normalized to hydroxymethylbilane synthase (*Hmbs*) (Mm01143545-m1, amplicon size 81 bp; Thermo Fisher Scientific). The stretched samples were normalized to the non-stretched samples from the same timepoint. The cycle threshold values for qPCRs after U0126 treatment (Supplementary Table 1) were normalized to ribosomal protein L13a (*Rpl13a*) (Mm01612986_gH, amplicon size 122 bp; Thermo Fisher Scientific). Samples were normalized to the vehicle, no stretch sample.

### Protein lysate preparation

Cells were placed on ice immediately after stretching, washed with ice cold PBS with protease (Roche, #11697498001) and phosphatase inhibitors (Sigma Aldrich, #4906845001), and lysed with ice cold RIPA buffer (50 mM Tris, 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS), pH 7.5) containing protease and phosphatase inhibitors (Thermo Fisher Scientific, #1861281). Lysates were incubated on ice for 15 min, and then sonicated at 75% amplitude for 3 min (30 s on, 30 s off), incubated on ice for another 15 min and centrifuged at 14,000 r.p.m. for 10 min at 4 °C. Supernatants were transferred to new tubes and stored at −80 °C. Protein concentrations were measured following manufacturer’s protocols of the Pierce BCA protein assay kit (Thermo Fisher Scientific, #23225).

### Western blotting

Equal amounts of protein were diluted in loading buffer (50 mM Tris-HCl pH 6.8, 12.5 mM EDTA, 10% glycerol, 2% SDS, 0.02% bromophenol blue, 360 mM beta-mercaptoethanol). SDS polyacrylamide gel electrophoresis (SDS-PAGE) was used to analyze samples on 4–15% mini-Protean TGX stain-free gels (BioRad, #4568084) utilizing a buffer containing 192 mM glycine, 25 mM Tris base, and 3.5 mM SDS, pH 8.3. Electrophoresis was performed at 90 V for 30 min followed by 150 V for 30 min. Gels were imaged on a ChemiDocTM XRS + imaging system (BioRad) and proteins were transferred to an Amersham Hybond Low Fluorescence 0.2 µm PVDF membrane (GE Healthcare Life Sciences, #10600022) at 100 V for 1 h using a transfer buffer containing 192 mM glycine, 25 mM Tris, and 20% methanol, pH 8.3. Membranes were imaged using a ChemiDoc Imaging System (BioRad) to estimate total protein. Membranes were blocked for 1 h at room temperature with either 5% nonfat dry milk in Tris-buffered saline containing tween (TBST) (20 mM Tris base, 137 mM NaCl, 0.1% tween 20, pH 7.6) or 1% bovine serum albumin (BSA) in TBST. Membranes were washed with TBST and incubated overnight at 4 °C with the primary antibodies diluted in 1% BSA in TBST as follows: anti-phosphoERK1/2 from Cell Signaling (#4370, 1:2,000), anti-ERK1/2 from Cell Signaling (#4695, 1:2,000), anti-SRSF4 from Millipore Sigma (#06-1367, 1:500), anti-SRSF5 from Millipore Sigma (#06-1365, 1:500), anti-SRSF6 from Bethyl Laboratories (A303-669A-T, 1:1,000), and anti-phosphorylated SR proteins from Sigma Aldrich (MABE-50, 1:750). The next day, membranes were washed in TBST three times (10 min each) and incubated with the secondary anti-mouse Dylight 800 (Thermo Fisher Scientific, SA5-35521) or anti-rabbit Dylight 800 (Thermo Fisher Scientific, SA5-35571) antibodies diluted 1:10,000 in 1% BSA in TBST for 1 h in the darkness at room temperature and rocking. Membranes were imaged with an Odyssey Licor Imager.

### ERK1/2 phosphorylation inhibition

C2C12 cells were differentiated for four days and then incubated with 20 μM of ERK1/2 phosphorylation inhibitor (Promega, U0126) for 30 min before stretching. Cells not treated with the ERK1/2 phosphorylation inhibitor were treated with dimethyl sulfoxide (DMSO) (vehicle). Cells were stretched for 1 h. Protein and RNA were immediately isolated for subsequent analyses.

### Statistics and reproducibility

For myoblast RNA-seq, the samples were collected from two independent experiments (two separate samples from each experiment, so four samples in total). For the differentiated cells RNA-seq, the samples were collected from three independent experiments (two separate samples from one experiment, and one sample from the other two independent experiments, so four samples in total). For all the other experiments, at least three independent biological replicates were generated. The type of statistical analysis and number of replicates are indicated in the legend of each figure.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplemental Data 1

Supplemental Data 2

Supplemental Data 3

Supplemental Data 4

Supplemental Data 5

Supplemental Data 6

Reporting Summary

## Data Availability

The RNA-seq data generated during the current study is available in the GEO repository under accession number GSE190029. The source data for each figure are available at 10.6084/m9.figshare.c.6134205.v2.

# Supplementary material for: Stretching muscle cells induces transcriptional and splicing transitions and changes in SR proteins
**Source:** Commun Biol. 2022 Sep 19;5:987. doi: 10.1038/s42003-022-03915-7
**Supplement:** Supplementary file 2 — Supplementary Information

# **Stretching muscle cells induces transcriptional and splicing transitions and changes in SR proteins**

Emma R. Hinkle<sup>1,2</sup>, R. Eric Blue<sup>1</sup>, Yi-Hsuan Tsai, Matthew Combs<sup>3</sup>, Jacquelyn Davi<sup>1</sup>,  
Alisha R. Coffey<sup>4</sup>, Aladin M. Boriek<sup>5</sup>, Joan M. Taylor<sup>3,6</sup>, Joel S. Parker<sup>2,4</sup>, Jimena  
Giudice<sup>1,2,6\*</sup>

**1.** Department of Cell Biology and Physiology, The University of North Carolina at Chapel Hill, Chapel Hill, NC 27599, USA. **2.** Curriculum in Genetics and Molecular Biology (GMB), The University of North Carolina at Chapel Hill, Chapel Hill, NC 27599, USA. **3.** Department of Pathology and Laboratory Medicine, The University of North Carolina at Chapel Hill, Chapel Hill, NC 27599, USA. **4.** Lineberger Comprehensive Cancer Center, The University of North Carolina at Chapel Hill, Chapel Hill, NC 27599, USA. **5.** Department of Medicine, Baylor College of Medicine, Houston, TX 77030, USA. **6.** McAllister Heart Institute, The University of North Carolina at Chapel Hill, Chapel Hill, NC 27599, USA.

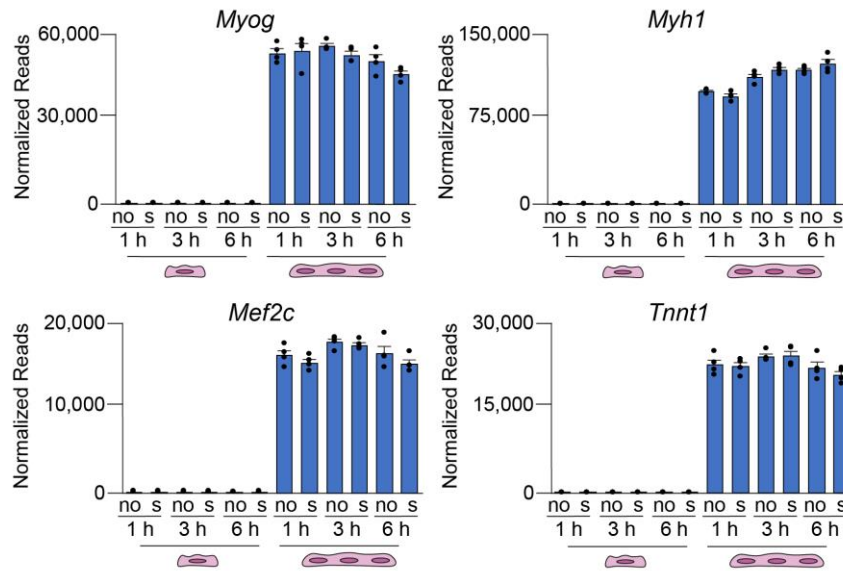

**SUPPLEMENTAL FIGURE 1**

**Supplemental Figure 1. Expression of myogenic markers in myoblasts and differentiated cells.** Normalized RNA-seq reads were utilized to compare the mRNA expression levels of the following myogenic markers in myoblasts and differentiated cells: myogenin (*Myog*), myosin heavy chain 1 (*Myh1*), myocyte enhancer factor 2c (*Mef2c*), and troponin T1 (*Tnnt1*). Results are shown as mean  $\pm$  SEM. no: non-stretched samples. s: stretched samples.

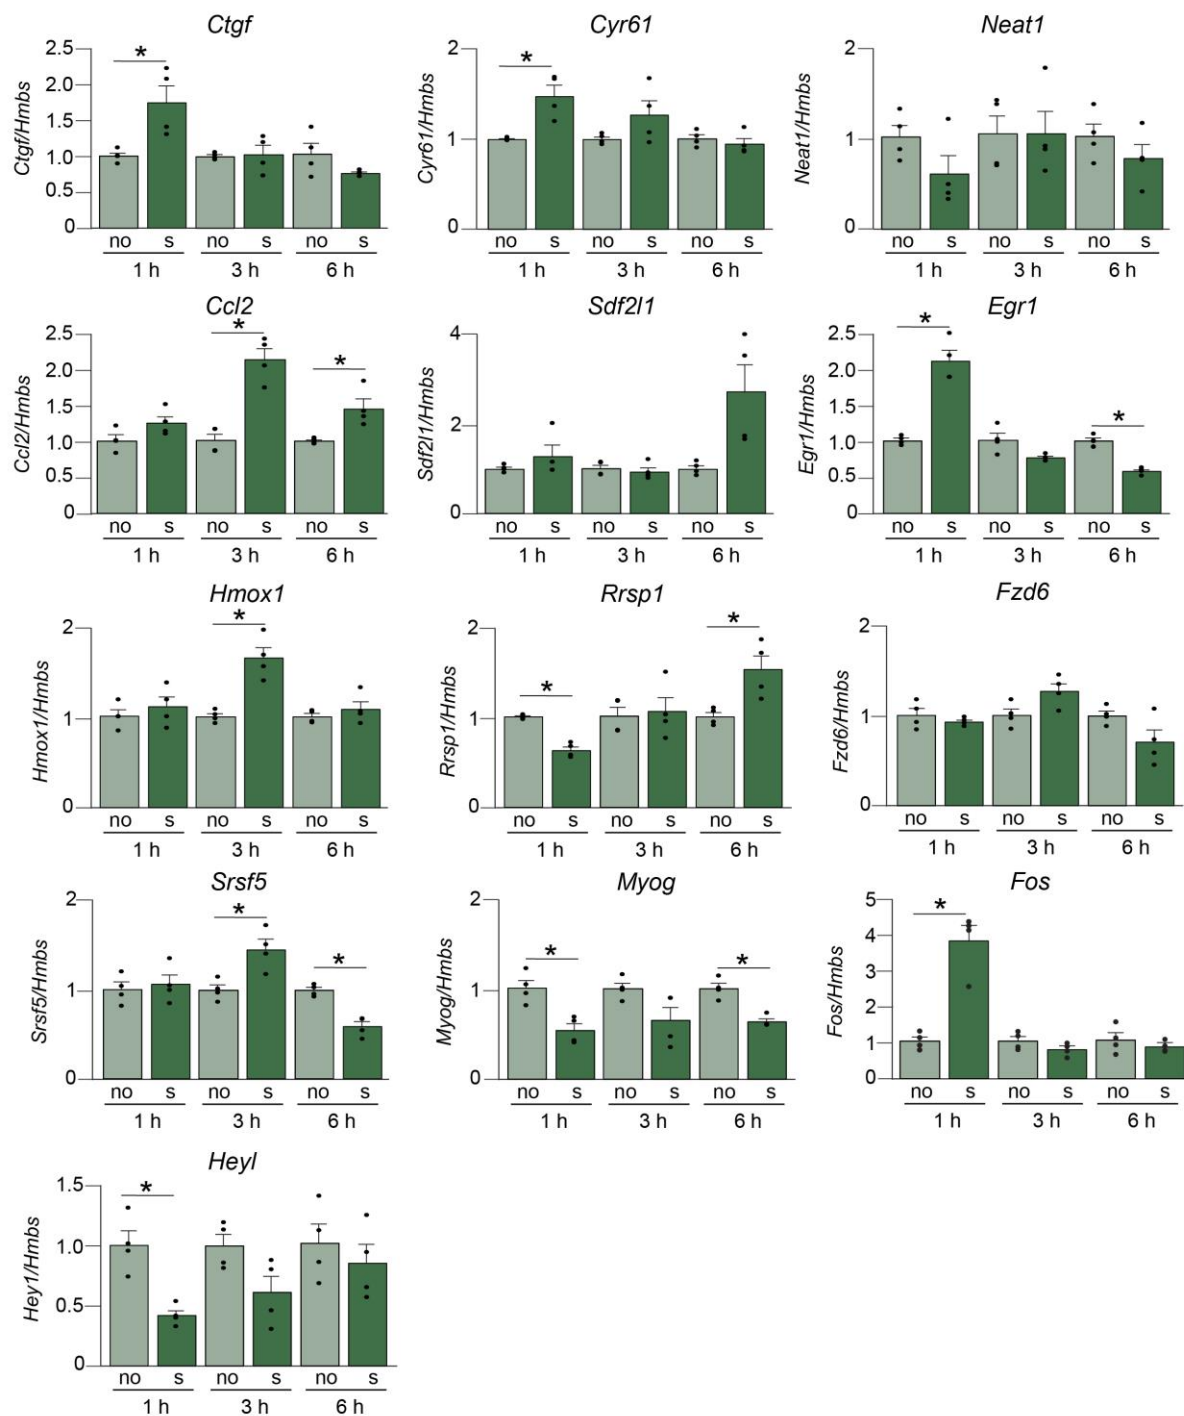

**SUPPLEMENTAL FIGURE 2**

**Supplemental Figure 2. Gene expression changes in response to stretching of myoblasts.** Gene expression changes were evaluated by qPCR for 13 genes in myoblasts. The stretched samples were normalized to the non-stretched samples from

the same time point. These experiments were utilized for correlation plots shown in **Figure 1e**. Results are shown as mean  $\pm$  SEM,  $*p < 0.05$  Welch's T-test,  $N = 4$ . no: non-stretched samples. s: stretched samples.

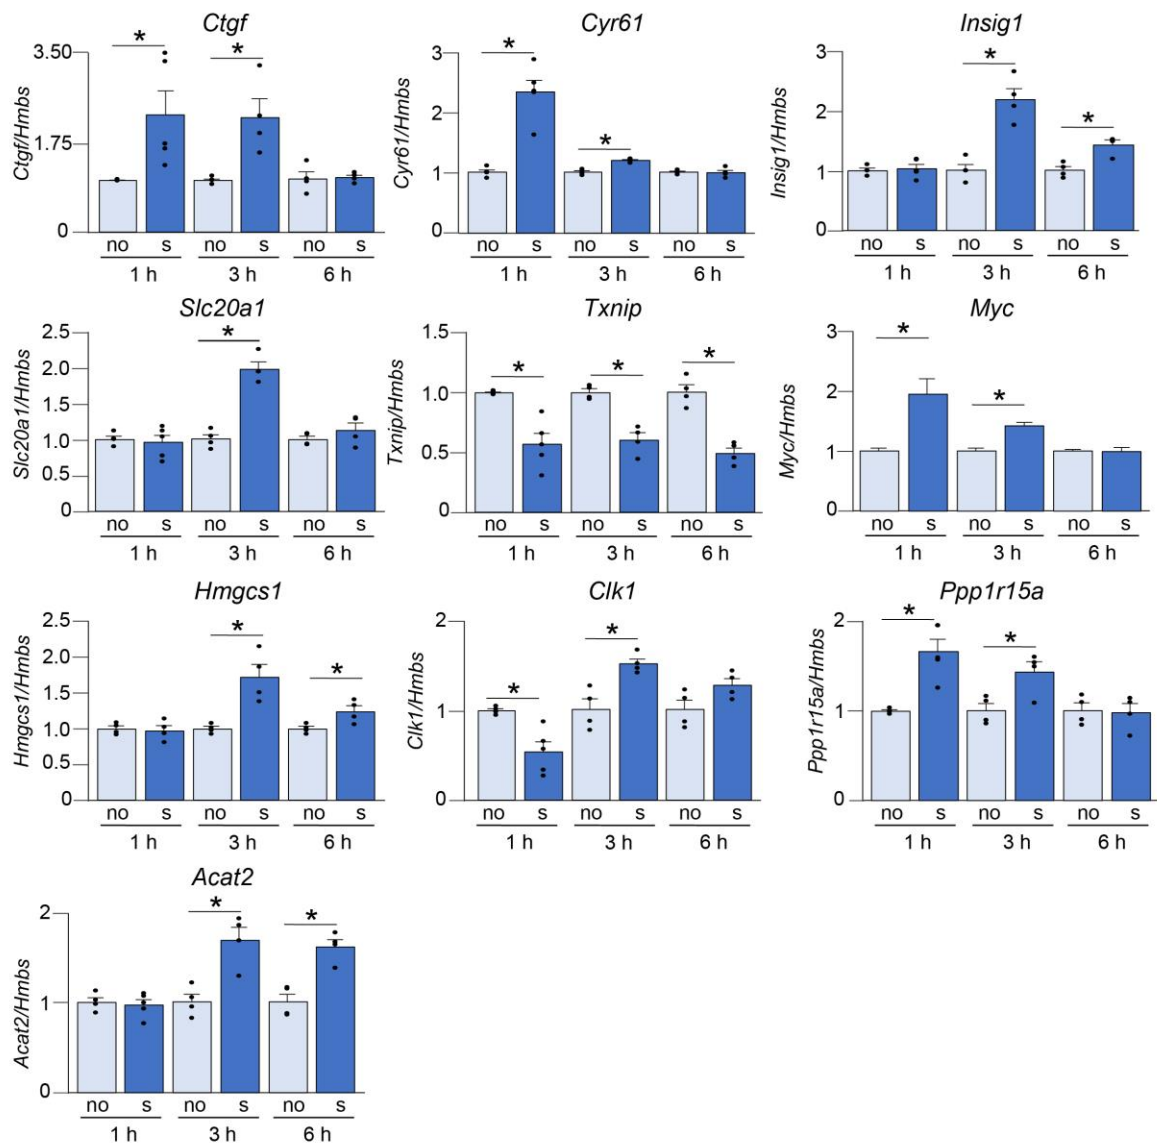

**SUPPLEMENTAL FIGURE 3**

**Supplemental Figure 3. Gene expression changes in response to stretching of differentiated muscle cells.** Gene expression changes were evaluated by qPCR for 10 genes in differentiated muscle cells. The stretched samples were normalized to the non-stretched samples from the same time point. These experiments were utilized for

correlation plots shown in **Figure 1f**. Results are shown as mean  $\pm$  SEM,  $*p \leq 0.05$

Welch's T-test,  $N = 4-5$ . no: non-stretched samples. s: stretched samples.

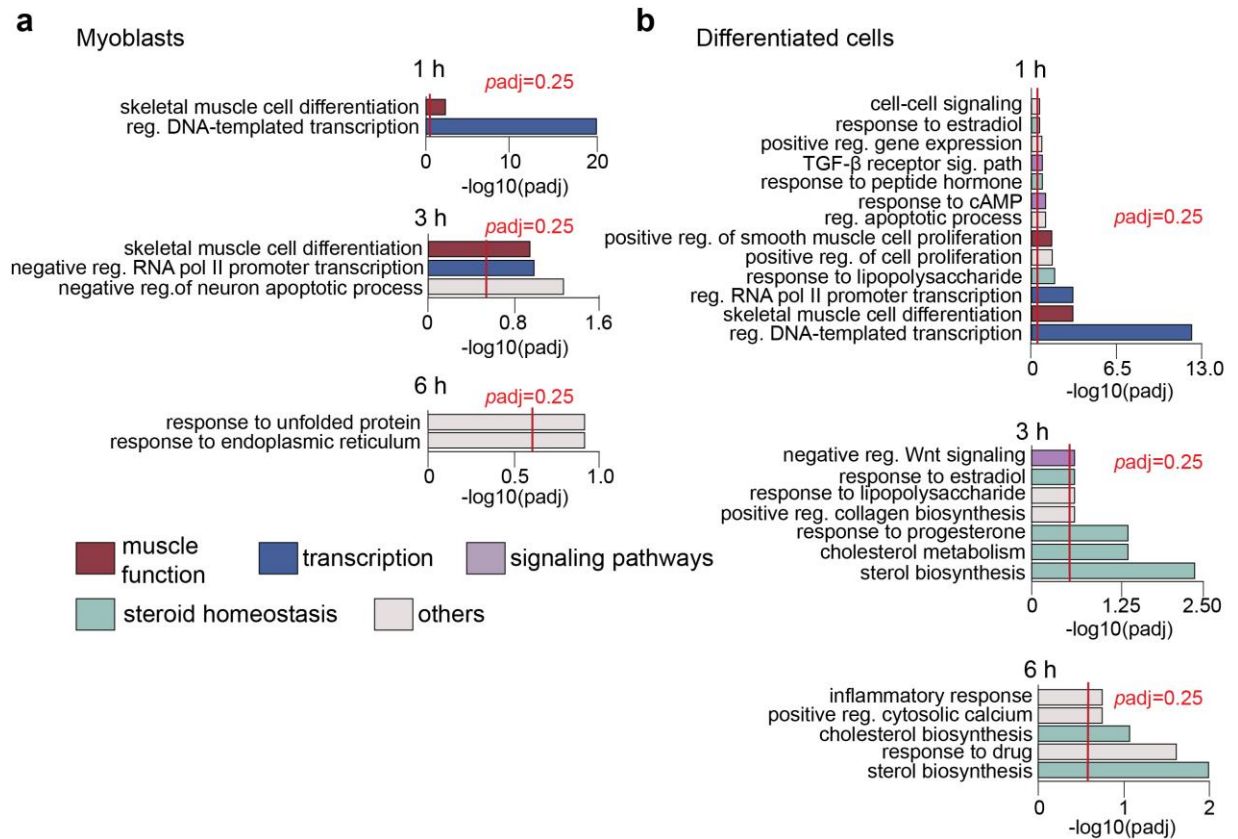

#### SUPPLEMENTAL FIGURE 4

**Supplemental Figure 4. Differentially expressed genes after stretching encode proteins that are involved in muscle development, signaling, steroid metabolism, and protein folding.** Gene ontology (GO) analysis of the differentially expressed genes in response to stretching in myoblasts (**a**) and differentiated cells (**b**) was performed using DAVID (Database for Annotation, Visualization, and Integrated Discovery). Red lines indicate adjusted  $p$ -values ( $padj$ , Benjamini-Hochberg) for the GO analysis of 0.25 which is a well-accepted threshold for hypothesis generation for GO<sup>70</sup>. Dev: development. Reg: regulation. RNA Pol II: RNA Polymerase II.

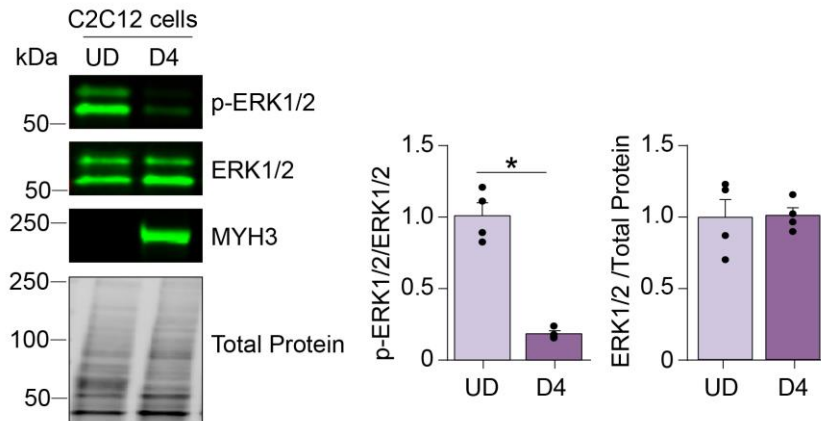

**SUPPLEMENTAL FIGURE 5**

**Supplemental Figure 5. Phosphorylation of ERK1/2 in myoblasts and differentiated cells.** Phosphorylation of ERK1/2 (p-ERK1/2) and total levels of ERK1/2 were assayed in undifferentiated myoblasts (UD) and cells differentiated for four days (D4) by western blotting. Myosin heavy chain 3 (MYH3) protein expression was assayed to verify differentiation status of the samples. Results are shown as mean  $\pm$  SEM,  $N=4$ . \* $p<0.05$  Welch's T-test.

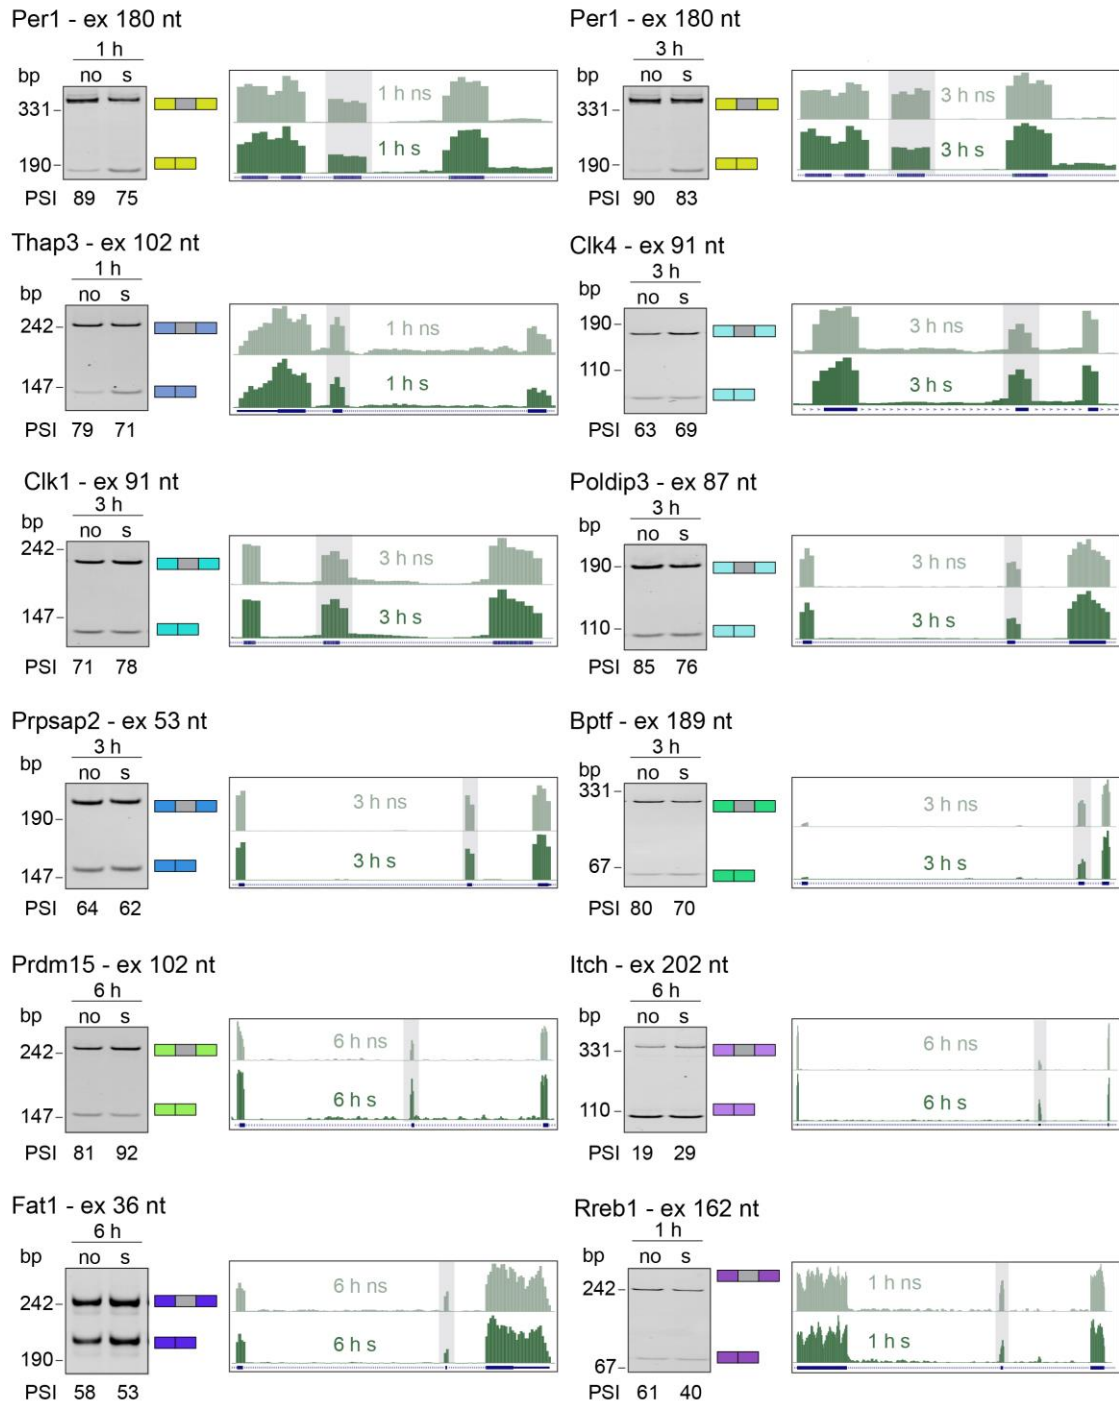

**SUPPLEMENTAL FIGURE 6**

**Supplemental Figure 6. Cassette exon splicing changes in response to stretching of myoblasts.** Alternative splicing patterns for 12 events were evaluated by RT-PCR and quantified by densitometry. UCSC browser tracks that correspond to the

gels are shown for each event. These experiments were utilized for correlation plots shown in **Figure 4d**.  $N = 4$ . PSI: percent spliced in. no: non-stretched samples. s: stretched samples.

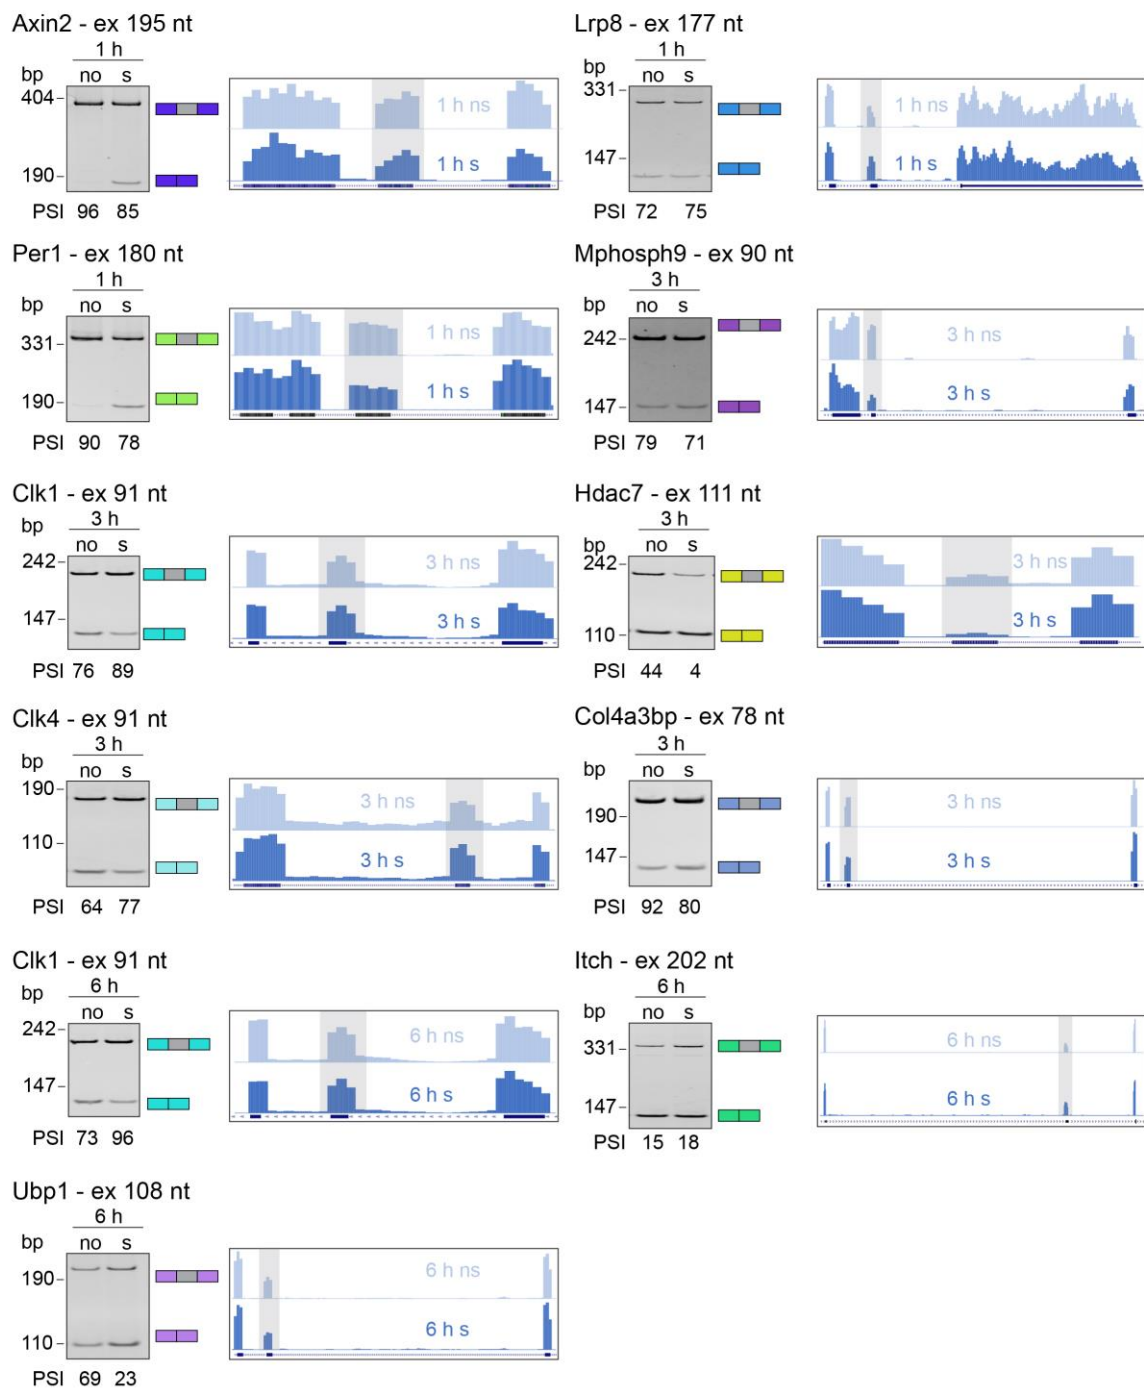

**SUPPLEMENTAL FIGURE 7**

**Supplemental Figure 7. Cassette exon splicing changes in response to stretching of differentiated muscle cells.** Alternative splicing patterns for 11 events were evaluated by RT-PCR and quantified by densitometry. UCSC browser tracks that

correspond to the gels are shown for each event. These experiments were utilized for correlation plots shown in **Figure 4e**.  $N = 5$ . PSI: percent spliced in. no: non-stretched samples. s: stretched samples.

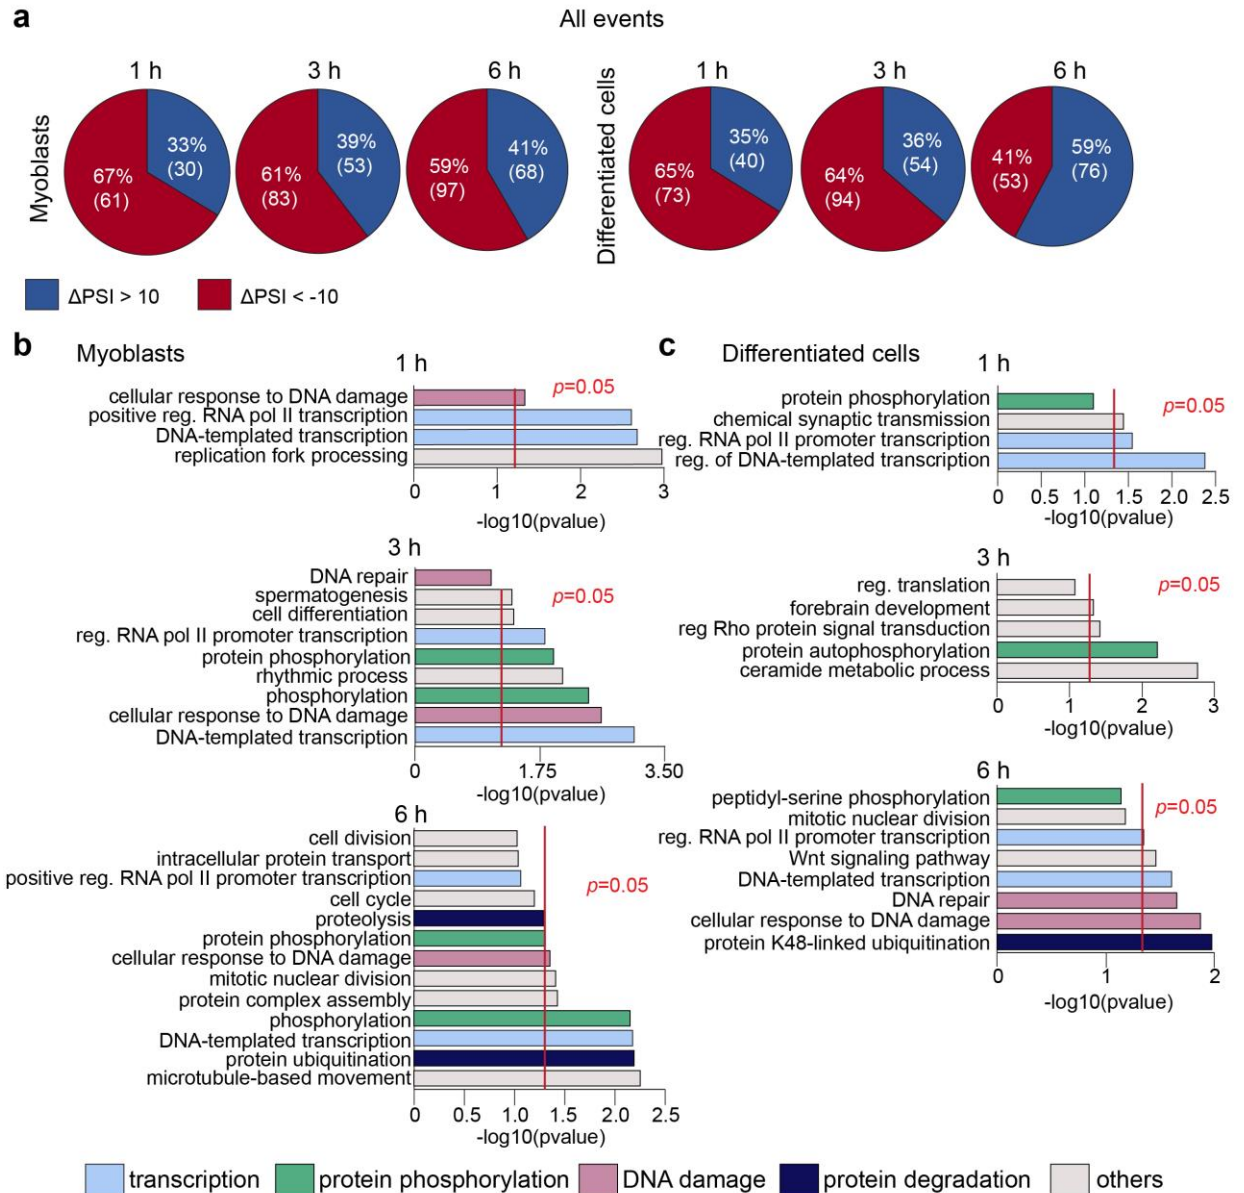

**SUPPLEMENTAL FIGURE 8**

**Supplemental Figure 8. Stretching induces exon inclusion in genes encoding proteins involved in transcription, DNA damage, degradation, and phosphorylation.** **a.** Proportion of splicing events that underwent more inclusion ( $\Delta\text{PSI} > 10$ , blue) or more exclusion ( $\Delta\text{PSI} < -10$ , red) of the alternatively spliced region after stretching in muscle cells. The numbers between parentheses indicate the number of splicing events. The  $\Delta\text{PSI}$  was defined as the difference between the PSI in stretched

samples and the PSI in the non-stretched controls. GO analysis was performed using DAVID on the cassette exons alternatively spliced after 1 h, 3 h, or 6 h stretching of myoblasts (**b**) and differentiated cells (**c**). Red line indicates  $p$ -values for the GO analysis of 0.05. Events were considered alternatively spliced if  $|\Delta\text{PSI}| > 10$ . PSI: percent spliced in. Reg: Regulation.

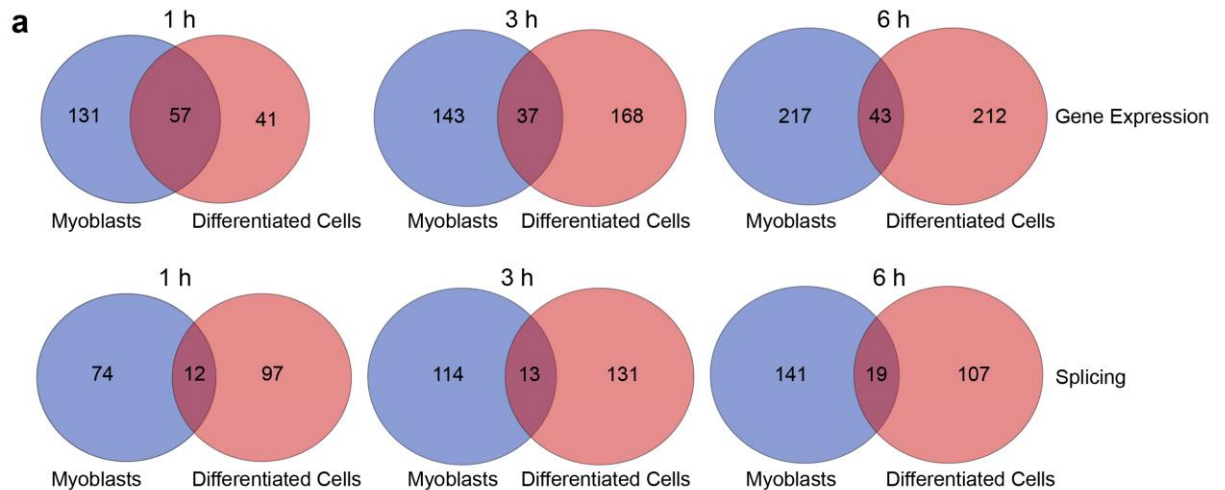

**b**

| Gene symbol   | Gene name                                          |
|---------------|----------------------------------------------------|
| <i>Fos</i>    | Fos proto-oncogene                                 |
| <i>Ctgf</i>   | Connective tissue growth factor                    |
| <i>Cyr61</i>  | Cysteine-rich angiogenic inducer 1                 |
| <i>Atf3</i>   | Activating transcription factor 3                  |
| <i>Bmf</i>    | Bcl2 modifying factor                              |
| <i>Dusp1</i>  | Dual specificity phosphatase 1                     |
| <i>Egr1</i>   | Early growth response 1                            |
| <i>Nr4a1</i>  | Nuclear receptor subfamily 4 group A member 1      |
| <i>Stat2</i>  | Signal transducer and activator of transcription 2 |
| <i>Sgk1</i>   | Serum/glucocorticoid regulated kinase 1            |
| <i>Myliip</i> | Myosin regulatory light chain protein              |
| <i>Hoxa3</i>  | Homeobox A3                                        |

**SUPPLEMENTAL FIGURE 9**

**Supplemental Figure 9. Overlap of mechanosensitive genes at the transcriptional or splicing levels between myoblasts and differentiated cells.** **a.** The mechanosensitive genes (both at the transcriptional and splicing levels) in myoblasts and differentiated cells were overlapped. **b.** Examples of some of the mechanosensitive genes (1 h stretching). Genes labeled in green encode proteins that are involved in the MAPK pathway.

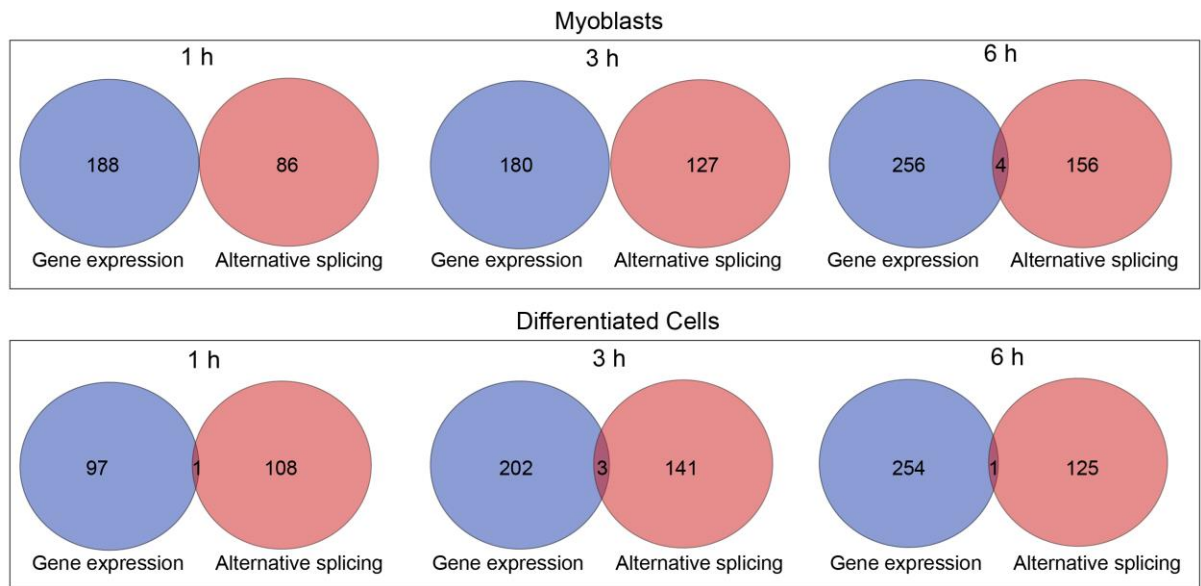

**SUPPLEMENTAL FIGURE 10**

**Supplemental Figure 10. Genes that are mechanosensitive at the transcriptional level are distinct from those changing their splicing patterns.** The mechanosensitive genes at the transcriptional level were overlapped with those changing their alternative splicing patterns in response to stretching for each time point (1 h, 3 h, 6 h) and cellular condition (myoblasts, differentiated cells).

## SUPPLEMENTAL TABLES

**Supplemental Table 1.** Genes validated via qPCR and identity of the utilized qPCR probes which were purchased from Thermo Fisher Scientific.

| Gene symbol     | Probe         |
|-----------------|---------------|
| <i>Acat2</i>    | Mm00782408_s1 |
| <i>Atf3</i>     | Mm00476033_m1 |
| <i>Ccl2</i>     | Mm00441242_m1 |
| <i>Clk1</i>     | Mm01255276_m1 |
| <i>Ctgf</i>     | Mm01192933_g1 |
| <i>Cyr61</i>    | Mm00487498_m1 |
| <i>Egr1</i>     | Mm00656724_m1 |
| <i>Ereg</i>     | Mm00514794_m1 |
| <i>Fos</i>      | Mm00487425_m1 |
| <i>Fzd6</i>     | Mm00433387_m1 |
| <i>Heyl</i>     | Mm00516558_m1 |
| <i>Hmgcs1</i>   | Mm01304569_m1 |
| <i>Hmox1</i>    | Mm00516005_m1 |
| <i>Insig1</i>   | Mm00463389_m1 |
| <i>Myc</i>      | Mm00487804_m1 |
| <i>Myog</i>     | Mm00446194_m1 |
| <i>Neat1</i>    | Mm01720914_g1 |
| <i>Nr4a1</i>    | Mm01300401_m1 |
| <i>Ppp1r15a</i> | Mm01205601_g1 |
| <i>Rrsp1</i>    | Mm00502719_m1 |
| <i>Sdf2l1</i>   | Mm00452079_m1 |
| <i>Slc20a1</i>  | Mm00489378_m1 |
| <i>Srsf4</i>    | Mm00491080_m1 |
| <i>Srsf5</i>    | Mm00833629_g1 |
| <i>Srsf6</i>    | Mm00471475_m1 |
| <i>Txnip</i>    | Mm01265657_g1 |

# Supplementary material for: Stretching muscle cells induces transcriptional and splicing transitions and changes in SR proteins
**Source:** Commun Biol. 2022 Sep 19;5:987. doi: 10.1038/s42003-022-03915-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplemental Data 1

**Description:** Mapping rates of RNA-sequencing samples

**File name:** Supplemental Data 2

**Description:** Significant gene expression changes for myoblasts in excel format

**File name:** Supplemental Data 3

**Description:** Significant gene expression changes for differentiated cells in excel format

**File name:** Supplemental Data 4

**Description:** Significant alternative splicing changes for myoblasts in excel format

**File name:** Supplemental Data 5

**Description:** Significant alternative splicing changes for differentiated cells in excel format

**File name:** Supplemental Data 6

**Description:** PCR Primers for alternative splicing analysis

# Supplementary material for: Stretching muscle cells induces transcriptional and splicing transitions and changes in SR proteins
**Source:** Commun Biol. 2022 Sep 19;5:987. doi: 10.1038/s42003-022-03915-7
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection We generated RNA for RNA-seq and sent it to the Bioinformatics Core who then collected the data for us.

Data analysis For gene expression, RNA-seq samples were aligned to the Ensembl mm10 mouse genome and mm10 mouse transcriptome using STAR (2.7.6a). Expression was quantified for downstream analysis using Salmon (1.4.0). Gene expression was calculated using DESeq2 (1.30.1). For alternative splicing, RNA-seq samples were aligned to the Gencode mm10 mouse genome and the Gencode vM20 transcriptome. Differential splicing was determined using MISO (2017 version).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data generated during the current study will be available in the GEO repository under accession number GSE190029 upon article publication.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We performed n=4 for all our timepoints in both myoblasts and differentiated cells to have enough replicates to generate strong RNA-seq data and also to balance the cost of deep RNA-sequencing.                                                                                                   |
| Data exclusions | No data was excluded from the analyses.                                                                                                                                                                                                                                                             |
| Replication     | We successfully validated the accuracy of RNA-sequencing by verifying gene expression and alternative splicing changes. We also successfully replicated gene expression and alternative splicing changes found by RNA-seq in other samples that were stretched but not sent for RNA-seq.            |
| Randomization   | Randomization was not relevant to our study because we wanted to determine the effect of well-controlled cell stretching on gene expression and alternative splicing.                                                                                                                               |
| Blinding        | The investigators were not blinded to elements of the study because it is clear during the experiment which cells are being stretched and which cells are not being stretched. Blinding is also unnecessary because there is no subjectivity in these experiments and the results are quantitative. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems                                                           | Methods                                                                             |
|--------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|
| n/a                                                                                        | Involved in the study                                                               |
| <input type="checkbox"/> <input checked="" type="checkbox"/> Antibodies                    | <input checked="" type="checkbox"/> <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/> <input checked="" type="checkbox"/> Eukaryotic cell lines         | <input checked="" type="checkbox"/> <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> <input type="checkbox"/> Palaeontology and archaeology | <input checked="" type="checkbox"/> <input type="checkbox"/> MRI-based neuroimaging |
| <input checked="" type="checkbox"/> <input type="checkbox"/> Animals and other organisms   |                                                                                     |
| <input checked="" type="checkbox"/> <input type="checkbox"/> Human research participants   |                                                                                     |
| <input checked="" type="checkbox"/> <input type="checkbox"/> Clinical data                 |                                                                                     |
| <input checked="" type="checkbox"/> <input type="checkbox"/> Dual use research of concern  |                                                                                     |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-phosphoERK1/2 from Cell Signaling (#4370, 1:2,000), anti-ERK1/2 from Cell Signaling (#4695, 1:2,000), anti-SRSF4 from Millipore Sigma (#06-1367, 1:500), anti-SRSF5 from Millipore Sigma (#06-1365, 1:500), anti-SRSF6 from Bethyl Laboratories (A303-669A-T, 1:1,000), and anti-phosphorylated SR proteins from Sigma Aldrich (MABE-50, 1:750)                                  |
| Validation      | We performed siRNA knockdown experiments of SRSF4, SRSF5, and SRSF6 and validated that the SR protein antibodies were identifying the correct band and that it was the same molecular weight as the band identified using the phospho-SR protein antibody. The phosphoERK1/2 and ERK 1/2 antibody is widely used and has been published in 5,909 and 4,447 publications respectively. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|---------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | C2C12 cells were purchased from ATCC (CRL-1722)                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Authentication      | We regularly authenticate the C2C12 cells in the lab in several ways. We profile known myogenic markers in myoblasts and differentiated cells (myotubes) by real time PCR (qPCR). We also phenotypically characterize cellular differentiation through immunofluorescence by staining a muscle myosin heavy chain and calculating the level of fusion (fusion index). Finally, we check various markers in both myoblasts and differentiated cells by western blot assays. |

|                                                                      |                                                                                                                                                                                                                                                                                                                       |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Mycoplasma contamination                                             | Prior to us purchasing the cells they were verified to not be contaminated with mycoplasma. We regularly stain our cells with DAPI and we didn't detect any punctate pattern staining typical of mycoplasma contamination. We also tested our cells for mycoplasma using a PCR kit and did not detect any mycoplasma. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                                                                                                                                                                                                                                                                                                   |

How the deposited data were processed for this re-analysis (not part of the article)

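RNA was sequenced from 48 libraries of C2C12 cells, 24 of myoblasts and 24 of differentiated cells, in 12 groups of 4: stretched and non-stretched cells at 1 h, 3 h and 6 h in each stage. The authors aligned the reads with STAR 2.7.6a, quantified transcripts with Salmon 1.4.0 and deposited, for each stage, a table with a whole-number count per gene symbol and library, without normalization (47480 symbols in each table). All 48 columns were used (0 left out). Salmon's counts were summed per gene symbol, so a gene that shares sequence with others has a count that depends on how Salmon divides the shared reads. The share of each gene's sequence stretches of 31 bases that other genes also hold was computed from GENCODE vM21 transcripts on mm10, which match 45213 of the symbols (95.2%).

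Samples were grouped by stage, time and stretching from their labels. One stretched myoblast library at 1 h (replicate 9) has an experiment code that no other library has, and it was taken as part of the experiment of replicates 9 and 10. Replicate numbers were not taken to pair stretched with non-stretched libraries, because samples with one number did not deviate together in all pairs. This does not exclude a pairing. The main fits hold neither the number nor the experiment and so treat the samples of one experiment as independent.

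Genes with low counts were removed with filterByExpr, libraries were scaled with TMM, and stretched and non-stretched cells of each time point were compared (8 libraries) with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change of at least 0.58 in either direction. CPM values use the TMM-scaled library sizes, and log2 CPM a prior count of 1. Gene lists (sterol biosynthesis, endoplasmic reticulum stress, immediate early, zinc finger, heat shock, cold inducible and muscle differentiation) were tested with camera of limma 3.58.1 at a correlation of 0.01 between genes and with fry, both two-sided, over 42 tests adjusted together. Principal components used the 500 most variable genes of a stage. Effects at 6 h and 1 h were compared with an interaction term in one model of a stage. SR protein genes and other RNA-binding protein genes were compared by a permutation of the labels between genes (1e+05 permutations) and with 10000 random lists, each gene drawn from the 200 nearest in expression. Overlaps were tested with Fisher's exact test. On data simulated from myoblasts at 1 h with 200 genes changed by 1 on the log2 scale, 99.5% of these were called with 6 false calls by edgeR and 2 by DESeq2. The changed genes were not drawn from those with the fewest counts. No difference between experiments and no outlying library was simulated. The result therefore does not give the power for smaller changes, genes with few counts or differentiated cells at 1 h.

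The genes named in the text are among those the paper names in its text, Fig. 2c, Fig. 6a, Fig. 7d and Supplementary Figs. 1, 2, 3 and 9b, the members of the gene lists, and for each comparison the 2 genes with the largest rise and the 2 with the largest fall among the calls with a mean of at least 100 counts whose stretched libraries all lie on one side of the non-stretched ones. Genes common to stages or to the splicing tables are named in addition, after their values were seen.

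The libraries hold between 48447318 and 77080730 counts. Genes with few counts are measured less precisely at this depth: of the calls, between 11 (differentiated cells, 1 h) and 202 (myoblasts, 6 h) have a mean under 100 counts. Myog in myoblasts has between 19 and 178 counts in a library.

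The samples, the comparisons and these alternatives were set before the data were examined: DESeq2 1.42.0 with its size factors, RLE normalization, no filter on low counts, at least 10 counts in every library, all 24 libraries of a stage in one model, the experiment as a covariate, the replicate number as a block, leaving out each library, a test against the fold-change threshold (glmTreat), no fold-change cutoff, Spearman's rho, called genes only, other lists of RNA-binding proteins, fry, all genes in the principal components, and removal of the experiment with removeBatchEffect. DESeq2 with independent filtering at 0.1 was added after the values were seen, as were the targets of the aryl hydrocarbon receptor (Cyp1a1, Cyp1b1, Ahrr, Tiparp and Nqo1) as a list. Splicing, the enrichment of gene terms, western blots, quantitative PCR and inhibitor experiments were not analysed here. The 2 stages were not tested against each other, since their tables are separate.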

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

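The tests by other splits of the samples, and the test of stretched replicate 4 as a sample of a different experiment, were chosen only after the result was seen.

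Among 320 groups of 4 samples, 25 had a sample whose gap to the nearest other sample exceeded Dixon's critical value. Chance gives about 1 in 20, here 16 (9 to 24 if the groups were independent). Genes and lists measured in one library move together, so that range is too narrow, and chance and a real excess cannot be told apart. Of the 25, 11 are in stretched replicate 4 of differentiated cells at 1 h, the only library of its experiment, so that a poor library and its experiment cannot be told apart for these 11.

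Stretched replicate 4 of differentiated cells at 1 h lay at 21.07 on the first principal component (others 9.07 to 11.09) and had a mean log2 CPM of the immediate early list of 6.68. Its log2 CPM was 9.913 for Ctgf, 10.053 for Cyr61, 9.88 for Egr1, 5.981 for Ereg, 6.014 for Fosb, 7.107 for Myc, 7.464 for Nr4a1, 7.681 for Sgk1 and 5.917 for Srsf4. The immediate early list stood 1.1 (log2) above the next sample once a trend with gene length was removed, which argues against gene length as the cause. It was also 1.13 above the highest stretched myoblast library, so an admixture of myoblasts is argued against. Its experiment has 1 library, so a difference between experiments and a stronger response of this sample cannot be told apart. Without it, the median of the immediate early list was 0.523 against 0.781.

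Of the other samples far from their group, non-stretched replicate 9 of differentiated cells at 6 h stands out in 3 measures, and stretched replicate 9 at 3 h and non-stretched replicate 10 at 6 h of myoblasts in 2 each. In non-stretched myoblasts, they were the share of counts on Rn18s-rs5 of replicate 7 at 1 h (3.663%, others 0.866 to 1.079%), the first principal component of replicate 9 at 3 h (-19.12, others -0.3 to 0.2), the second principal component of replicate 10 at 6 h (9.37, others 0.82 to 1.14), the cold inducible list of replicate 9 at 6 h (mean log2 CPM 6.946, others 6.812 to 6.833) and Sdf2l1 of replicate 10 at 6 h (log2 CPM 4.237, others 4.075 to 4.092). In stretched myoblasts, they were the muscle differentiation list (mean log2 CPM 1.012, others 1.336 to 1.354) and Kcnj2 (log2 CPM 0.717, others 1.087 to 1.145) of replicate 9 at 3 h, and Myog of replicate 9 at 6 h (log2 CPM -0.875, others -0.739 to -0.718). In differentiated cells, they were Fos of non-stretched replicate 7 at 1 h (log2 CPM 2.781, others 2.457 to 2.507), Srsf5 of non-stretched replicate 8 at 1 h (7.386, others 7.62 to 7.664), the share on Rn18s-rs5 of stretched replicate 7 at 3 h (1.865%), and Ctgf (6.836), Srsf5 (7.443) and Srsf6 (7.64) of non-stretched replicate 9 at 6 h. Non-stretched replicate 9 of differentiated cells at 6 h also decides some results at 6 h: without it, the log2 fold change of Ctgf is 0.146, Srsf5 changes its call (-0.554) and the SR difference is 0.124 (two-sided permutation p = 0.0476). No explanation was tested for these values, and no biological explanation is given by the design.

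The effect of stretching differed between 1 h and 6 h (edgeR interaction term) for 446 genes in myoblasts and 346 in differentiated cells past both thresholds; the real split was the only one of 50 (1 of 50) with as many in either stage. By list, the difference between 6 h and 1 h in myoblasts was 0.584 for sterol biosynthesis, 0.694 for endoplasmic reticulum stress, -0.358 for immediate early genes, 0.29 for zinc finger genes, 0.374 for heat shock and 0.376 for muscle differentiation. In differentiated cells it was 0.494 for sterol biosynthesis, 0.32 for endoplasmic reticulum stress, -0.784 for immediate early genes, 0.228 for zinc finger genes and 0.436 for heat shock. The non-stretched cells were compared in the same way: 10 genes were called between non-stretched myoblasts at 6 h and 1 h, with as many in 2 of 35 splits, the real one included, where the split by experiment gives 11 and the covariate fit gives 26. In differentiated cells 0 were called, with 1926 genes at an unadjusted p-value under 0.05, while the covariate fit called 12 and DESeq2 23. With 0 calls, all 35 splits have at least as many, so the splits say nothing there, and chance and a difference between the times cannot be told apart. The time of stretching is a biological explanation that the design names, and stays open.

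In data the paper does not discuss, the cold inducible genes Cirbp and Rbm3 were higher at 3 h, with a median of 0.297 in myoblasts and 0.294 in differentiated cells (limma camera adjusted p = 0.0263 and 0.0111). Of 35 splits, 2 in myoblasts and 1 in differentiated cells, the real one included, gave as small a p-value. A list of 2 genes is short, and a lower temperature of the stretched plates at this time was not tested.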

How the results depend on the processing

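The DESeq2 setting with independent filtering at 0.1 was chosen only after the result was seen; the other alternatives were not, and the splits of samples given here were tests chosen after the result was seen.

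Of 94 results of single genes, 61 kept their direction and their call under all alternatives run, 13 lost the call in at least 1 fit, 13 gained it and 7 changed direction. The results that changed direction, in at least 1 fit, were small and not past the threshold to begin with. With one library left out, the log2 fold change in differentiated cells ranged from -0.032 to 0.092 for Srsf2 and -0.001 to 0.066 for Srsf4 at 1 h, from -0.09 to 0.044 for Nr4a1 and -0.031 to 0.024 for Srsf4 at 3 h, and from -0.185 to 0.146 for Ctgf, -0.018 to 0.009 for Srsf4 and -0.065 to 0.048 for Srsf6 at 6 h. Ctgf had its positive value (0.146) without non-stretched replicate 9. Srsf2 at 1 h was also -0.028 with the experiment as a covariate and -0.027 with the covariate and 7 libraries. The SR difference at 1 h ranged from -0.042 to 0.02, the highest without stretched replicate 4. Among the lists, the median ranged in differentiated cells from -0.067 to 0.065 for sterol biosynthesis at 1 h (-0.032 with the covariate, -0.022 with the replicate block), and for muscle differentiation from -0.07 to 0.003 at 1 h and from -0.025 to 0.055 at 3 h. In myoblasts it ranged from -0.007 to 0.059 for the cold inducible list at 1 h and from -0.076 to 0.022 for muscle differentiation at 6 h. Of these, sterol biosynthesis passed the threshold, as lower, with the covariate and without stretched replicate 4 (-0.067). Muscle differentiation at 1 h in differentiated cells did so with the covariate (limma camera adjusted p = 0.0113). It also did without non-stretched replicate 9 or stretched replicate 8 (-0.07). RLE normalization left all 12 counts within 1.5 times and all 94 gene calls as they were, and a minimum of 10 counts in every library left the 12 counts so.

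Without a fold-change cutoff, the counts of genes higher/lower were 250/634, 2373/2346 and 2111/1949 in myoblasts at 1 h, 3 h and 6 h and 30/73, 1676/1767 and 1772/1666 in differentiated cells, against 38/149, 68/185, 201/123, 14/28, 138/115 and 80/235; the cutoff removes genes by construction. The larger side changed with it in myoblasts at 3 h and in differentiated cells at 3 h and 6 h. With glmTreat they were 10/6, 3/0 and 4/0 in myoblasts and 1/1, 1/0 and 0/0 in differentiated cells, with 49/111, 35/61, 115/50, 54/64, 82/49 and 40/107 at an unadjusted p-value under 0.05; this test asks for more than the threshold by construction.

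The genes higher at 3 h in myoblasts were 44 with DESeq2 (44 with filtering at 0.1) and 105 without a filter on low counts, against 68. In differentiated cells at 1 h, 44 were higher with DESeq2 (44 at 0.1), 28 without a filter, 59 with all 24 libraries, 31 with the experiment as a covariate and 30 with the covariate and 7 libraries, against 14. Lower were 54 with DESeq2 (54 at 0.1) and 67 with all 24 libraries, against 28. The share of higher genes among the calls was 44.9% with DESeq2, the tool of the paper, against 33.3%. Why these alternatives differ from the main fit was not tested. The genes called in both stages at 1 h were 57 with DESeq2 (57 at 0.1) and 40 with the covariate, against 26.

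Across the fits that each left out one library, the genes higher ranged from 26 to 41, 58 to 78 and 130 to 244 in myoblasts and from 4 to 28, 106 to 153 and 61 to 93 in differentiated cells. The genes lower ranged from 96 to 164, 137 to 189 and 81 to 141, and from 5 to 59, 86 to 134 and 159 to 245. The low values at 6 h in myoblasts (130 and 81) came without stretched replicate 9, that at 1 h (96) without non-stretched replicate 9. For 1 h in differentiated cells, the counts of genes higher and lower were 4 and 5 without non-stretched replicate 7, 28 and 59 without stretched replicate 9 and 27 and 29 without stretched replicate 4. Of 752 gene results in these fits, 678 kept their direction and call, 39 lost the call, 19 gained it and 16 changed direction.

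With the replicate block, 29 genes were higher in differentiated cells at 1 h, against 14, and the other counts stayed within 1.5 times (29/132, 77/176 and 193/123 in myoblasts; 28 lower at 1 h, 136/110 and 79/201 in differentiated cells). In differentiated cells at 1 h, the block and covariate fits take no stretch effect from stretched replicate 4. There they are not separate evidence from the fit without it. The pairing check found a correlation of deviations above 0.1 in 13 of 23 pairs of stretched and non-stretched libraries with one number (-0.085 to 0.329), not in all of them. The numbers were therefore not taken to pair the samples, but the check cannot exclude a pairing in part. A call lost under the block says nothing about the size of an effect. The block gave 2 heat shock calls among the comparisons, against 4.

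Of the list tests, fry gave 2 heat shock and 0 muscle differentiation calls, against 4 and 1, and the covariate gave 2 muscle differentiation calls. With one library left out, the muscle differentiation calls ranged from 0 to 2; the call in myoblasts at 1 h (median -0.315) was lost without non-stretched replicate 10 (-0.068). Over the 42 tests, 35 stayed as they were under fry (6 lost, 1 gained), 39 with the covariate (2 gained, 1 changed direction) and 39 with the block (2 lost, 1 changed direction). Heat shock at 1 h was lost under the block in both stages. Under fry, sterol biosynthesis in myoblasts at 3 h (limma fry adjusted p = 0.133) and immediate early genes in differentiated cells at 3 h (0.143) were among those lost. The cause was not tested.

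The correlation of fold changes was 0.297 with Spearman's rho between 1 h and 3 h in myoblasts (Pearson 0.233), 0.201 between 3 h and 6 h in differentiated cells (0.136) and 0.178 over called genes between 1 h and 6 h in myoblasts (0.083). The SR genes differed from the others at 6 h by 0.122 against all Hnrnp, Celf, Mbnl, Ptbp, Qk and Rbfox genes (two-sided permutation p = 0.0171), against 0.07, and by 0.031 to 0.124 with one library left out, 0.124 (two-sided permutation p = 0.0476) without non-stretched replicate 9. Genes that differ between non-stretched cells at 1 h and 6 h were 26 with the covariate and 23 with DESeq2 in myoblasts, against 10, and 12 and 23 in differentiated cells, against 0 (1926 at an unadjusted p-value under 0.05). The ratio of distances within to between groups on the principal components was 0.385 in myoblasts and 0.373 in differentiated cells with all genes, against 0.85 and 0.5, and 0.602 in differentiated cells after removal of the experiment. The cause was not tested.

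The numbers of splits given here count the real split. In myoblasts at 1 h, 3 h and 6 h and in differentiated cells at 3 h and 6 h, only 1 of 35 splits, the real one, gave as many calls. For 1 h in differentiated cells, 2 of 35 did, the real one and 1 other. This other split, of the experiment of replicates 7 and 8 from the rest, gives 79 calls against 42, and the covariate fit gives 31 higher and 36 lower. For the number of lists that respond, 2, 5 and 13 of 35 in myoblasts and 23, 4 and 14 of 35 in differentiated cells were as large; in differentiated cells at 3 h the split by experiment gives 5 lists, as many as the real one. The correlations were as large in 1 (1 h and 3 h), 40 (1 h and 6 h) and 48 (3 h and 6 h) of 100 splits in myoblasts and in 6, 91 and 30 in differentiated cells. Genes shared between stages were as many in 1 of 100, the real one, at each time. The SR difference was as large in 18, 17 and 5 of 35 splits.

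By list, the real split counted, as small a camera p-value came in myoblasts at 1 h in 3 of 35 splits for sterol biosynthesis, 1 for immediate early genes, 1 for zinc finger genes, 7 for heat shock and 6 for muscle differentiation; at 3 h in 15 for sterol biosynthesis and 7 for zinc finger genes; and at 6 h in 1 for sterol biosynthesis, 6 for endoplasmic reticulum stress, 11 for zinc finger genes and 9 for heat shock. In differentiated cells it came at 1 h in 1 for immediate early genes, 1 for zinc finger genes and 3 for heat shock; at 3 h in 1 for sterol biosynthesis, 8 for endoplasmic reticulum stress, 15 for immediate early genes and 1 for zinc finger genes; and at 6 h in 1 for sterol biosynthesis, 9 for endoplasmic reticulum stress, 13 for zinc finger genes and 5 for heat shock. The split by experiment was among them for heat shock in myoblasts at 1 h, sterol biosynthesis in myoblasts at 3 h, immediate early genes in differentiated cells at 3 h and zinc finger genes in differentiated cells at 6 h, whose adjusted p-values with the experiment as a covariate were 0.035, 0.0218, 0.0112 and 0.00393 (limma camera adjusted p).

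Depth limits the genes with low counts: 94 of the 187 calls in myoblasts at 1 h, and 202 of the 324 at 6 h, have a mean under 100 counts, so their changes rest on few reads.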

Differences from the paper's values

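The paper's methods name DESeq2, whereas edgeR gave the main values here. DESeq2, run here, called all 98 genes that the paper tables for differentiated cells at 1 h. A difference from the paper that DESeq2 removes therefore comes with the choice of tool. The DESeq2 setting at 0.1 is a test chosen only after the result was seen. The genes higher in differentiated cells at 1 h were 14, against the paper's 44. Of the alternatives set before the data were examined, DESeq2 gives 44, and all 24 libraries (59), the experiment as a covariate (31) and the covariate with 7 libraries (30) do not give 44 but lie within 1.5 times of it; RLE normalization (14), no filter on low counts (28), at least 10 counts in every library (14), the replicate block (29), glmTreat (1) and each fit with one library left out (4 to 28) do neither. Without a fold-change cutoff there were 30, a call of another form than the paper's. DESeq2 with filtering at 0.1, chosen after seeing the values, gives 44.

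The genes lower in differentiated cells at 1 h were 28, against the paper's 54. Of the alternatives set before the data were examined, DESeq2 gives 54, and no filter on low counts (38), all 24 libraries (67), the covariate (36), the covariate with 7 libraries (36) and the fit without stretched replicate 9 (59) do not give 54 but lie within 1.5 times of it; RLE normalization (27), at least 10 counts (26), the replicate block (28), glmTreat (1) and the other fits with one library left out (5 to 29) do neither. Without a fold-change cutoff there were 73, again a call of another form. DESeq2 with filtering at 0.1, chosen after seeing the values, gives 54.

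The genes called in both stages at 1 h were 26, against the paper's 57. Of the alternatives set before the data were examined, DESeq2 gives 57, the covariate (40) lies within 1.5 times of it, and the fit without stretched replicate 4 (30) does neither; DESeq2 at 0.1, chosen after seeing the values, gives 57.

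The paper states that the overlap of the stages decreases with time of stretching; here the genes in common were 26 at 1 h, 46 at 3 h and 49 at 6 h. With DESeq2, the tool of the paper, they were 57 at 1 h. The paper states that Ctgf rises in differentiated cells at 1 h; here its log2 fold change was 2.10 (edgeR adjusted p = 0.102), and DESeq2, no filter, all 24 libraries, the covariate, the replicate block, the fit without stretched replicate 4 and the covariate with 7 libraries call it. Of the paper's Fig. 2c genes, 2 were called at 1 h against 10 with DESeq2. The paper presents Atf3, Egr1, Nr4a1, Myc, Ereg and Areg as higher and Bmf and Rgs2 as lower in differentiated cells at 1 h; none of these was called. Atf3, Egr1, Nr4a1, Myc, Ereg and Bmf were called with DESeq2, no filter, all 24 libraries, the covariate, the replicate block, the covariate with 7 libraries and without stretched replicate 4, and Atf3, Myc and Bmf also without stretched replicate 9. Rgs2 was called with DESeq2, no filter, all 24 libraries, the covariate, the covariate with 7 libraries and without stretched replicate 9, and Areg with DESeq2 and all 24 libraries. DESeq2 at 0.1, chosen after seeing the values, also calls Ctgf, these genes and Myog in myoblasts at 1 h. The paper states that Myog falls in myoblasts. Here it was called as lower at 3 h (log2 fold change -0.82), a call lost in 2 of 16 alternatives, but not at 6 h (-0.54). Its adjusted p at 1 h was 0.0501. DESeq2, no filter, 10 counts, all 24 libraries, the covariate and the replicate block call it at 1 h. So do the fits without non-stretched replicate 7 or 8. The paper states, citing quantitative PCR, that Cyr61 rises in differentiated cells at 3 h. Its log2 fold change in the RNA-seq data was also a rise, at 0.31. This was under the threshold for a call in all alternatives except no fold-change cutoff. The paper states that changes of SR genes exceed those of other RNA-binding proteins; the difference in medians was -0.03, 0.03 and 0.07, and it passed the threshold at 6 h against all Hnrnp, Celf, Mbnl, Ptbp, Qk and Rbfox genes (0.122) and without non-stretched replicate 9 (0.124). Of the paper's tabled genes, 20 of 188 in myoblasts at 1 h, 5 of 180 at 3 h and 2 of 260 at 6 h, and in differentiated cells 57 of 98 at 1 h and 14 at 6 h, were not called here; DESeq2 calls 20, 4, 2, 57 and 14 of these. The paper states that short stretching of differentiated cells raises muscle differentiation genes. The list used here had a median of -0.037 at 1 h and 0.003 at 3 h. It came from known functions and not from the paper's enrichment, so the genes the paper means may be others. The paper's results state that the changes at 1 h and 3 h resemble each other more than those at 6 h, and its discussion that in differentiated cells those at 3 h and 6 h share more. Here the correlation in differentiated cells ranks as in the former (0.284 between 1 h and 3 h, 0.136 between 3 h and 6 h) and the called genes in common as in the latter (2 and 26), but with 42 calls at 1 h against 239 and 302, few could be common with 1 h.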

Other observations

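The tests on first and second samples (except that of gene length), on warmth and on genes with 0 counts in a library were chosen only after the result was seen.

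In the stretched cells at 6 h, 34 stress genes (endoplasmic reticulum stress and heat shock) were higher in the first than in the second sample of each of 4 experiments, by 0.472 on average (0.352 to 0.577), against -0.063 to 0.115 in the other pairs. First and second are the order of the replicate numbers; what the order means is not known. A share of 0.000113 of choices of 4 pairs gave a mean difference as large, the smallest this can give. Library size is argued against, since the largest difference in other pairs whose totals differ as much was 0.063, as is Rn18s-rs5, where it was 0.115. A gene length trend is argued against, since the difference was 0.48 once the trend was removed, and weaker stretching of the second sample, since it kept at least 104.2% of the sterol rise. Cirbp and Rbm3 were lower in the first sample in 4 of 4 experiments (share of choices 0.000113, the smallest this can give), so a warmer first sample may be a candidate explanation. It was found and tested on the same data, and the design gives no condition that separates first from second samples, so no biological explanation was tested.

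Genes whose symbol starts with Zfp were lower at 1 h in both stages. The lowest median of 10000 random lists matched on gene length and expression was -0.05 in myoblasts and -0.04 in differentiated cells, against -0.202 and -0.154, and genes with under 5% shared 31-base stretches had medians of -0.17 and -0.13. Gene length, expression level and shared reads are thus argued against as the whole cause, and as a hypothesis the decrease may be biological.

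Genes called although at least 1 library had 0 counts and another at least 30 were Gm20431, Gm20463, Gm37676, Gm26083 and Gm21969, named after their values were seen. Their median share of 31-base stretches held by other genes was 88.4% against 3% in matched genes (one-sided permutation test, p = 0.0831). The share was 0% in Gm20463 and Gm37676, which have few counts (means of 10.2 to 34.8). It was 88.4% in Gm21969, 98.89% in Gm20431 and 100% in Gm26083. Over the 5 genes as a group, reads shared between near-identical transcripts cannot be told apart from a real change.

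The targets of the aryl hydrocarbon receptor (5 genes, a list written after the falls of Cyp1a1 and Ahrr were seen) were lower in the stretched samples in 5 of 8 combinations of experiment and time at 3 h and 6 h, and the fold changes of Tiparp and Nqo1 were below 0 in 6 of 8 cases (2 genes in 4 comparisons); over the comparisons, limma camera adjusted p was 0.127 to 0.939. A difference between experiments, and the choice of the genes for their fall, cannot be told apart from an effect of stretching. At 3 h, the list differed by -1.141 in the experiment of replicates 7 and 8 and by 0.034 in that of replicates 9 and 10 in myoblasts, and by -2.073 and -0.173 in differentiated cells.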
